# RNA-seq analysis and compound screening highlight multiple signalling pathways regulating secondary cell death after acute CNS injury *in vivo*

**DOI:** 10.1242/bio.050260

**Published:** 2020-05-04

**Authors:** Chiara Herzog, David Greenald, Juan Larraz, Marcus Keatinge, Leah Herrgen

**Keywords:** CNS injury, Secondary cell death, RNA-seq, Compound screen, Cellular signalling, Zebrafish

## Abstract

Understanding the molecular mechanisms that regulate secondary cell death after acute central nervous system (CNS) injury is critical for the development of effective neuroprotective drugs. Previous research has shown that neurotoxic processes including excitotoxicity, oxidative stress and neuroinflammation can cause secondary cell death. Nevertheless, clinical trials targeting these processes have been largely unsuccessful, suggesting that the signalling pathways underlying secondary cell death remain incompletely understood. Due to their suitability for live imaging and their amenability to genetic and pharmacological manipulation, larval zebrafish provide an ideal platform for studying the regulation of secondary cell death *in vivo*. Here, we use RNA-seq gene expression profiling and compound screening to identify signalling pathways that regulate secondary cell death after acute neural injury in larval zebrafish. RNA-seq analysis of genes upregulated in cephalic *mpeg1^+^* macrophage-lineage cells isolated from *mpeg1:GFP* transgenic larvae after neural injury suggested an involvement of cytokine and polyamine signalling in secondary cell death. Furthermore, screening a library of FDA approved compounds indicated roles for GABA, serotonin and dopamine signalling. Overall, our results highlight multiple signalling pathways that regulate secondary cell death *in vivo*, and thus provide a starting point for the development of novel neuroprotective treatments for patients with CNS injury.

This article has an associated First Person interview with the two first authors of the paper.

## Abstract (precis)

**Summary:** Multiple cellular signalling pathways are involved in the regulation of secondary cell death after nervous system injury.

## INTRODUCTION

Acute central nervous system (CNS) injury causes the death of neural cells, which occurs in two phases. Primary cell death is the direct and immediate consequence of an acute insult such as physical trauma. In contrast, secondary cell death occurs in the minutes, hours and days after the initial insult as an indirect result of complex neurotoxic processes triggered by the primary injury. Secondary cell death plays an important role in the pathophysiology of acute CNS disorders such as traumatic brain injury (Loane et al., 2015; Park et al., 2008), spinal cord injury (Kwon et al., 2004; Oyinbo, 2011), and stroke (Xing et al., 2012; Yuan, 2009). Importantly, the delayed occurrence of secondary cell death opens a therapeutic window during which treatments aimed at reducing or preventing it could be applied. Accordingly, intense efforts have been made to identify the molecular and cellular mechanisms that regulate secondary cell death. This research has shown that cellular processes including excitotoxicity, oxidative stress and neuroinflammation can contribute to secondary cell death after acute neural injury.

Excitotoxicity causes neural cell death by excessive stimulation of glutamate receptors, whereas oxidative stress can kill cells through the toxic effects of reactive oxygen species. In addition, the inflammatory response to neural injury plays an important role in the regulation of secondary cell death. Neuroinflammation was long thought to be primarily detrimental, but there is an increasing realisation that it can also have neuroprotective effects (Loane and Kumar, 2016; Xiong et al., 2016; Zhou et al., 2014). Both brain-resident microglia and peripheral macrophages are important cellular effectors of the inflammatory response to neural injury. They migrate to the site of injury, where they remove dead cells and cellular debris through phagocytosis (Hanisch and Kettenmann, 2007; Nimmerjahn et al., 2005). Furthermore, microglia and macrophages respond to CNS injury by secreting a wide range of effector molecules including pro- and anti-inflammatory cytokines, chemokines and neurotrophic factors (Anwar et al., 2016; Hellewell et al., 2016; Mracsko and Veltkamp, 2014).

Despite great efforts to develop neuroprotective treatments for patients with acute CNS injury, clinical trials of drugs targeting excitotoxicity, oxidative stress or neuroinflammation after traumatic brain injury (Chakraborty et al., 2016; Hawryluk and Bullock, 2015; Maas et al., 2008), spinal cord injury (Ahuja et al., 2017; Kim et al., 2017) or stroke (Chamorro et al., 2016; Moretti et al., 2015) have largely failed. This indicates that the signalling pathways that regulate secondary cell death remain incompletely understood, and that more research is needed before effective drugs can be developed.

Due to their suitability for live imaging and their amenability to genetic and pharmacological manipulation, larval zebrafish provide an ideal platform for the rapid identification of genes and compounds that modulate secondary cell death *in vivo*. In previous work, we established an experimental setup for quantification of secondary cell death after acute CNS injury in larval zebrafish, and showed that neurotoxic processes such as excitotoxicity that underlie secondary cell death in mammals are conserved in this model system (Herzog et al., 2019). Here we utilise this platform, in combination with RNA-seq gene expression profiling and compound screening, to identify signalling pathways that modulate secondary cell death *in vivo*. First, we conduct RNA-seq analysis to identify signalling molecules secreted by microglia and macrophages after CNS injury in larval zebrafish. Our results reveal 17 such factors, including cytokines, chemokines, growth factors, and enzymes involved in polyamine and arachidonic acid metabolism. We then use CRISPR/Cas9-mediated gene knockout to test the involvement of a subset of these genes in injury-induced cell death, and find that knockout of the cytokine *tnfsf11* or the polyamine-metabolising enzyme *Smox* leads to an increase in secondary cell death. Second, we conduct an imaging-based screen of 786 FDA-approved compounds to identify small molecules that modulate secondary cell death *in vivo*. This revealed two compounds that consistently and specifically change injury-induced cell death. Of these, the GABA reuptake inhibitor tiagabine decreases cell death, whereas the serotonin and dopamine receptor antagonist ziprasidone increases it. Overall, these results indicate that a range of cellular signalling pathways are involved in regulating secondary cell death *in vivo*.

## RESULTS

### RNA-seq analysis identifies genes with altered expression in microglia and macrophages after acute CNS injury

After CNS injury, microglia and macrophages produce pro-inflammatory cytokines such as TNF-α, IL-1β and IL-6, which can contribute to neural cell death (Brown and Vilalta, 2015). However, evidence from *in vitro* systems suggests that they can also be neuroprotective (Bernardino et al., 2005; Carlson et al., 1999; Figiel, 2008; Jung et al., 2011; Kadhim et al., 2008; Lambertsen et al., 2009; Marchetti et al., 2004; Masuch et al., 2016; Turrin and Rivest, 2006). Furthermore, microglia and macrophages can secrete anti-inflammatory cytokines such as IL-4 and IL-10, and neurotrophic factors such as BDNF and NGF (Anwar et al., 2016; Hellewell et al., 2016; Mracsko and Veltkamp, 2014), in response to neural injury. Which of these secreted signalling molecules are neurotoxic or neuroprotective *in vivo* remains incompletely understood.

Like their mammalian counterparts, microglia and peripheral macrophages in larval zebrafish respond to CNS injury by migrating to the injury site, where they phagocytose neural debris (Herzog et al., 2019; Morsch et al., 2015; Ohnmacht et al., 2016; Sieger et al., 2012; Tsarouchas et al., 2018). Notably, the core microglia-specific gene expression signature is also largely conserved between zebrafish and mammals (Mazzolini et al., 2019; Oosterhof et al., 2017). To identify signalling molecules produced by microglia and macrophages after neural injury in larval zebrafish, we first assessed changes in the transcriptome of macrophage-lineage cells through RNA-seq analysis. For this, we induced acute CNS injury in *mpeg1*:GFP transgenic larvae at 4 days post fertilisation (dpf), where microglia and peripheral macrophages are labelled (Ellett et al., 2011). CNS injury was induced by piercing the optic tectum with a fine metal pin mounted on a micromanipulator. This injury paradigm induces primary and secondary cell death in neural cells of the optic tectum, peaking at 0 and 6 h post injury (hpi), respectively (Herzog et al., 2019). Both microglia and peripheral macrophages react to injury by starting to migrate towards the injury site within minutes of the insult, where they continue to accumulate in the following hours (Herzog et al., 2019; Sieger et al., 2012). We decided to isolate cephalic macrophage-lineage cells from sham and injured larvae at 2 hpi (Fig. 1A). This allowed us to study early transcriptomic changes in microglia and macrophages, which could plausibly affect the extent of secondary neural cell death at 6 hpi.

**Fig. 1.**
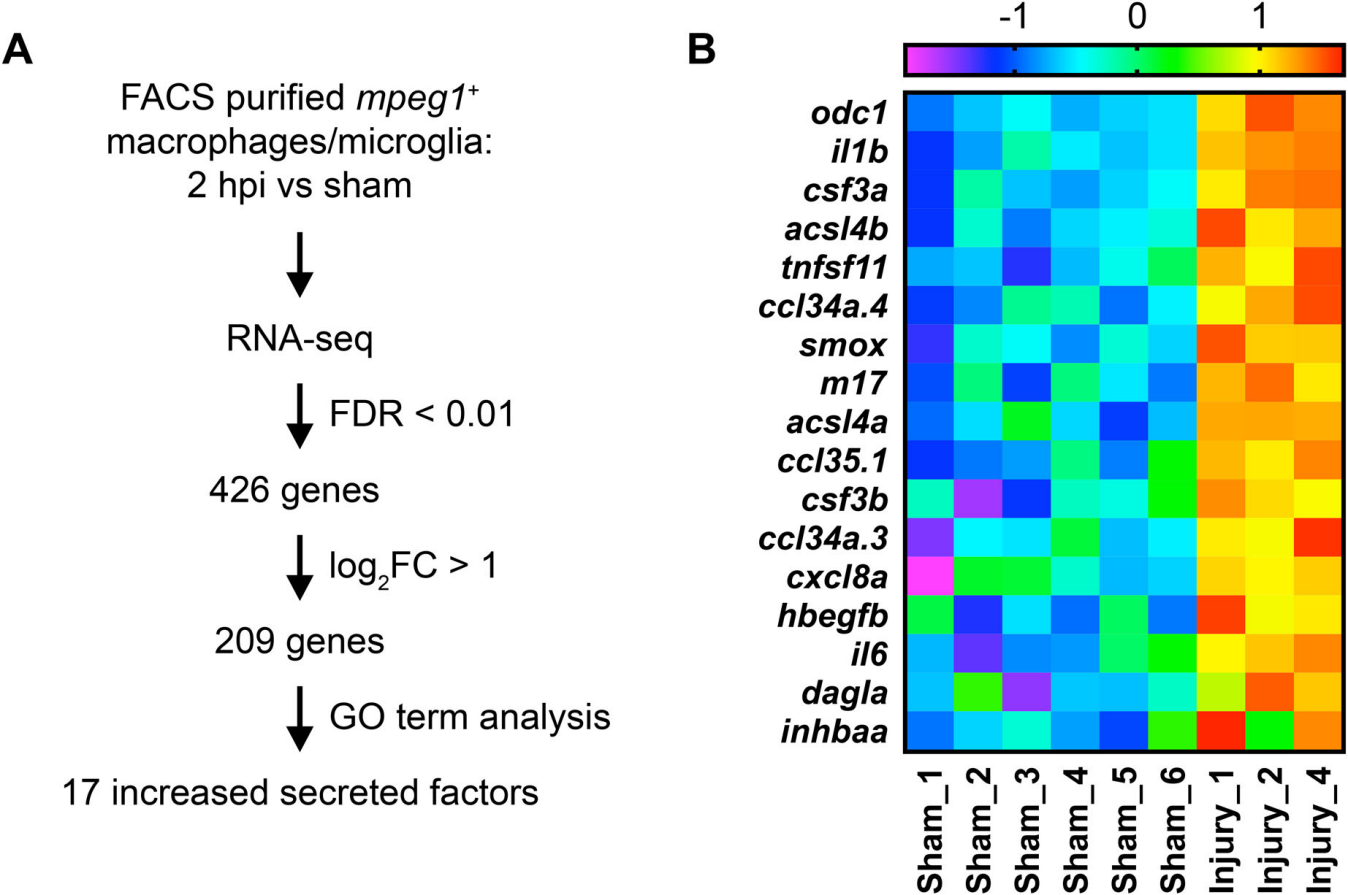
**RNA-Seq analysis reveals genes coding for secreted signalling molecules that are upregulated in microglia and macrophages after acute neural injury.** (A) Workflow for RNA-Seq gene expression profiling. FDR, false discovery rate; FC, fold change; GO, gene ontology. (B) Heat map visualising z-scores for the 17 upregulated genes coding for secreted factors identified through RNA-Seq analysis.

Cephalic *mpeg1*^+^ macrophage-lineage cells were isolated from larval heads by fluorescence-activated cell sorting (FACS) following an established protocol (Mazzolini et al., 2018). The gating parameters for FACS were adjusted with the help of wild-type samples so as to attain the highest possible purity of sorted *mpeg1^+^* cells (Fig. S1). We initially generated a total of 12 samples of FACS-purified macrophage-lineage cells for RNA-seq, with six samples each for the sham and 2 hpi experimental conditions. The number of *mpeg1*^+^ cells was 26,945±1176 per sample, isolated from 183±5 larvae per sample. RNA extraction from sorted cells yielded 10.6±0.8 ng of total RNA per sample. Assessment of RNA quality showed an RNA integrity number (RIN) of 10 for all samples, which represents the highest possible RIN score. The RNA thus obtained was then reverse transcribed and amplified using a commercially available kit, yielding 288±21 ng of cDNA per sample.

Libraries were prepared from cDNA and sequenced using next-generation sequencing, which generated between 23.7 and 36 million reads per sample. Reads were trimmed, mapped to the *Danio rerio* GRCz10 reference genome, counted, filtered and normalised. A principal component analysis (PCA) was then carried out on filtered and normalised expression data to explore patterns with respect to experimental groups. This revealed high duplication and low mapping rates for three samples from the 2 hpi experimental group, which did not cluster well with the other samples in PCA plots (Fig. S2). Since inclusion of these samples would have caused signals from the remaining samples to be overwhelmed, they were excluded from further analysis. Hence, all subsequent analysis was carried out using six samples for the sham experimental group, and the three remaining samples for the 2 hpi experimental group. Filtering and normalisation were repeated for these samples before proceeding. 

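The libraries compared were 6 sham samples and the 3 samples at 2 hpi that were kept, which are numbered 1, 2 and 4. Each was made from GFP-positive cells sorted from the heads of about 180 larvae at 4 dpf. The paper gives a yield of 10.6 ng of total RNA per sample, whereas the sample labels give an input of at least 500 ng for the amplification of cDNA. The authors deposited one value per gene and library for 22962 genes. Each value is a CPM, the reads on a gene scaled to a common library size, after the library size was multiplied by its TMM factor, which evens out libraries of different composition. The removal of genes with near-zero counts was already part of this table, in which every gene had reads in at least 3 libraries. The values of a library were whole multiples of the value of 1 read, so that the reads behind them could be recovered, and 100% of the values came out whole. Between 6868772 and 8180104 reads lay on genes in the sham libraries, with a median of 7414325, and between 6754699 and 7156275 at 2 hpi, with a median of 7065154. The paper states 23.7 M to 36 M reads per sample, and the values used here rest on the smaller number of reads counted on genes. The TMM factors were 0.976 to 1.06 in the sham libraries and 0.932 to 0.953 at 2 hpi. The 10 genes with the most reads took between 16.8% and 18.8% of a library. A level of 3 reads, taken as the limit of detection, corresponded to 0.349 to 0.466 CPM. No replicates were near-duplicates, since the chi-square per gene between sham replicates was 9.97 to 19.9, and 12.7 to 14.5 between replicates at 2 hpi. Fold changes were estimated with limma on log2(CPM + 0.5), with a trend of the variance on the level, for the 16085 genes kept by edgeR's filterByExpr on the recovered reads. A log2FC on this scale understates the change of a gene with a low level. P-values were adjusted with the Benjamini-Hochberg method. The paper's own test, the quasi-likelihood F-test of edgeR, called 392 genes at FDR<0.01 when run on the recovered reads. For single genes and lists, a two-sided exact permutation test over the 84 ways of choosing 3 of the 9 libraries was used, which cannot give a p below 0.0119. In a principal component analysis of the 9 libraries, the first component held 21.3% of the variance. Its scores were -73.3 to 3.41 in the sham libraries and 33.0 to 50.5 at 2 hpi, without overlap. Sham replicate 3 alone set the lower limit, and the other sham libraries lay between -25.0 and 3.41. The libraries at 2 hpi that the paper left out had clustered poorly in its principal component plots, besides their duplication and mapping rates. The lack of overlap may partly reflect that choice.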

Differential analysis was then carried out to compare gene expression between the sham and 2 hpi experimental groups. This identified 426 differentially expressed genes with a false discovery rate (FDR)<0.01 (Fig. 1A). Of these, 348 were upregulated and 78 were downregulated. These results show that neural injury leads to changes in the transcriptome of macrophage-lineage cells as early as 2 hpi. 

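In the limma test, 443 genes had an FDR<0.01 after Benjamini-Hochberg adjustment. Of these, 409 were also among the 426 genes with FDR<0.01 in the authors' deposited table, of which 425 had been tested. An unadjusted p below 0.05 was found for 2825 genes. The number of genes moved most with the threshold, and 912 genes passed at an FDR<0.05. It also rested on the small number of libraries at 2 hpi. Without replicate 4 at 2 hpi, 226 genes passed, 215 of them shared with the full set, and without replicate 1 at 2 hpi, 264 genes passed, 253 of them shared.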

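In the same test, 342 genes were upregulated and 101 were downregulated, so that 77.2% of the changes were increases. The median log2FC of the upregulated genes was 1.12. The number of downregulated genes depended on the use of a scaling beyond library size, and on the test. It was 94 with RLE scaling and 90 with upper quartile scaling, against 101 with TMM factors. With library size alone in place of TMM factors, 194 genes were downregulated and 57.0% of the changes were increases, and the log2FC of the median gene moved by -0.11. With limma-voom on the recovered reads, 44 genes were downregulated and 89.2% of the changes were increases. The authors' deposited table holds 348 upregulated and 78 downregulated genes.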

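Most of these genes separated the groups completely. All 3 libraries at 2 hpi lay above all 6 sham libraries for 338 of the upregulated genes and below them for 99 of the downregulated genes. Among all tested genes, 922 were higher and 742 were lower in this complete way, where chance gives 1.19% of the genes in each direction. Among genes with a mean of at least 5 CPM and no overlap between the groups, one of the highest log2FC was that of *rxrga* (ENSDARG00000005593), which rose from 12.9 ± 5.06 CPM (SD, n = 6) to 108 ± 15.6 CPM (SD, n = 3). Its log2FC was 3.13 (standard error 0.31, FDR = 5.58e-07 in limma with Benjamini-Hochberg adjustment). The highest log2FC, 4.22, was that of *c7b* (ENSDARG00000057121), whose locus overlaps that of *c6.2*, so that reads of both genes can be shared. The lowest was that of *abch1* (ENSDARG00000071341), which fell from 28.7 ± 6.10 CPM (SD, n = 6) to 5.44 ± 2.51 CPM (SD, n = 3). Its log2FC was -2.36 (standard error 0.29, FDR = 1.07e-05 in limma with Benjamini-Hochberg adjustment). Without any 1 library, its log2FC stayed between -2.67 and -2.04. The next lowest were those of a gene listed as a TLR8 homologue (-2.00), *sall3a* (-1.85), *lrwd1* (-1.84) and *CABZ01054391.1* (-1.77), of which the last did not pass the threshold in 5 of the fits that each left out 1 library. From the number of genes that differed between sham and 2 hpi in both directions, the paper concludes that neural injury changes the transcriptome of macrophage-lineage cells by this time point.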

Importantly, the raw and processed data from our RNA-seq analysis are available through the Gene Expression Omnibus (GEO) database (accession number GSE140810).

To analyse these transcriptomic changes in more detail, we performed gene ontology (GO) analysis of our set of 426 differentially regulated genes using the PANTHER Classification system (Mi et al., 2019). More specifically, we conducted a PANTHER overrepresentation test to identify the biological processes that these differentially regulated genes are preferentially involved in (Fig. 2). 

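The PANTHER annotation was not used here, and fixed lists of genes stood in for some of its categories. For the response to virus, 1 of the categories of Fig. 2, a list of 24 genes was written, of which 17 were found in the table and 16 were tested. None of the 16 had an FDR<0.01, where 0.441 were expected by chance (one-sided Fisher's exact test, adjusted p = 1 with the Benjamini-Hochberg method over the lists tested in this way). An unadjusted p below 0.05 was found for 5 of them. At 2 hpi, 9 of the genes were higher and 7 were lower, with a median log2FC of 0.07. When the p-values were adjusted over the list alone, 1 gene passed, *tlr3*, which was lower at 2 hpi (log2FC -1.32, standard error 0.33, FDR = 0.0174 over all genes tested with limma). The categories of immune response and of positive regulation of immune system processes were not analysed here as lists.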

Not unexpectedly, this analysis revealed an overrepresentation of immune-regulatory genes. In addition, genes involved in DNA replication were overrepresented, possibly indicating a proliferative response of macrophage-lineage cells to neural injury. 

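For this process, a fixed list of 25 genes of DNA replication initiation was used, all of which were tested. Of these, 7 had an FDR<0.01 in limma's test, where 0.689 were expected by chance (one-sided Fisher's exact test, adjusted p = 1.08e-05 with the Benjamini-Hochberg method). All 7 were downregulated at 2 hpi. They were *mcm2*, *mcm3*, *mcm5*, *mcm6*, *cdc6*, *orc1* and *cdc7*, with log2FC values between -1.60 and -0.66. Adjusted over the list alone, 12 genes passed, and each of them was lower at 2 hpi. Over the whole list, 23 genes were lower and 2 were higher, with a median log2FC of -0.71. The level of *mcm2* (ENSDARG00000102798) fell from 152 ± 16.0 CPM (SD, n = 6) to 75.5 ± 6.53 CPM (SD, n = 3; exact permutation test, p = 0.0119), with sham replicate 2 apart from the other sham libraries at 122 CPM. Its log2FC was -1.01 (standard error 0.14, FDR = 3.66e-05 in limma with Benjamini-Hochberg adjustment). The mean log2 level of the list changed by -0.76 between the groups (exact permutation test, p = 0.0119). In camera, a test of a whole list with a preset correlation between genes of 0.01, the list was lower at 2 hpi (adjusted p = 4.67e-11, limma's version). This call held in fry, which takes the correlation from the data (adjusted p = 8.22e-05), and in camera with the correlation estimated from the data (adjusted p = 0.00541, unadjusted p = 0.00180). The number of genes past the threshold depended on single libraries. It was 1 without replicate 1 at 2 hpi and 2 without replicate 4 at 2 hpi, with 22 and 25 of the 25 genes lower in these fits. For the DNA replication initiation list among genes with FDR<0.01, the adjusted p of Fisher's exact test was then 0.509 and 0.0716. With limma-voom, 2 genes passed (Fisher's exact test, adjusted p = 0.196). The paper's own test, run on the recovered reads, called 3 genes. DESeq2 and edgeR's likelihood ratio test each called 11. In each of these tests, 23 of the 25 genes were lower. For comparison, a fixed list of 20 genes of G2/M and mitosis had a median log2FC of -0.20. None of these genes had an FDR<0.01, 3 had an unadjusted p below 0.05, and 19 were lower (limma's camera, adjusted p = 0.0730). For this list, the adjusted p was 0.420 in fry and 0.616 in camera with the correlation estimated from the data. Its adjusted p in limma's camera was between 0.00508 and 0.0454 without sham replicates 1, 5 or 6 or replicates 2 or 4 at 2 hpi, and between 0.0927 and 0.663 without each of the others. Without replicate 1 at 2 hpi, the median log2FC of this list was 0.00.

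**Figure D1:**
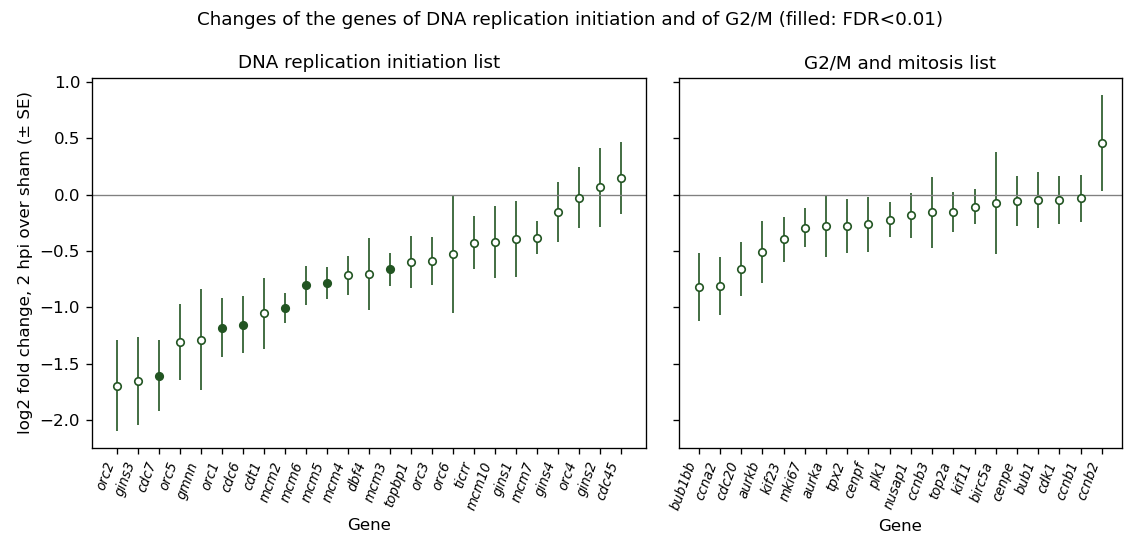
Log2 fold changes (2 hpi over sham, 3 and 6 libraries) of the genes of the DNA replication initiation list and of the G2/M and mitosis list. Points are limma's estimates, bars are ± 1 standard error, and filled points have an FDR<0.01; 23 of the 25 genes of the first list and 19 of the 20 genes of the other lie below 0.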

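For metabolism, a fixed list written for ceramide biosynthesis, 1 of the categories of Fig. 2, was compared between the groups. The list also held genes of ceramide breakdown and of the control of its synthesis. Its values as a whole thus do not speak for synthesis alone. Of 21 genes tested, 4 had an FDR<0.01, where 0.578 were expected by chance (one-sided Fisher's exact test, adjusted p = 0.00351 with the Benjamini-Hochberg method). These were *sptlc2b* (log2FC 1.24), *cers5* (1.02), *cers2a* (0.99) and *degs1* (0.81), and each was higher in all 3 libraries at 2 hpi than in all 6 sham libraries. Adjusted over the list alone, 5 genes passed, and the additional gene was *smpd2a*. The median log2FC of the list was 0.06, with 14 genes higher and 7 lower. In camera the list was higher at 2 hpi (adjusted p = 0.0353), as in fry (adjusted p = 0.00692), but not when the correlation between genes was estimated from the data (adjusted p = 0.159, unadjusted p = 0.106). For transcription, a fixed list of immediate early genes, which are induced within minutes of a stimulus, was tested. Of 27 genes tested, 7 were upregulated with an FDR<0.01 in limma. They were *nr4a3* (log2FC 3.13), *fosl1a* (2.73), *egr3* (2.59), *atf3* (2.06), *nr4a1* (1.90), *fosl2* (1.12) and *egr1* (1.08). Adjusted over the list alone, 10 genes passed as higher and 1, *ier5l*, as lower. In all, 23 genes were higher and 4 were lower, with a median log2FC of 0.40 (limma's camera, adjusted p = 9.61e-09). The call held in fry (adjusted p = 0.00298), but not in camera with the estimated correlation (adjusted p = 0.150, unadjusted p = 0.0167). The level of *fosl1a* (ENSDARG00000015355) rose from 7.60 ± 1.96 CPM (SD, n = 6) to 51.7 ± 4.79 CPM (SD, n = 3; exact permutation test, p = 0.0119). Sham replicate 3 lay apart from the other sham libraries for *fosl1a* and for *egr3*, at 4.05 and 5.49 CPM. Without that library, their log2FC values were 2.57 and 2.43, the lowest of the fits that each left out 1 library. The call of *egr1* was lost without replicate 4 at 2 hpi (FDR = 0.0184 in limma).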

Genes that regulate cellular signalling, metabolism and transcription were also overrepresented, suggesting that macrophage-lineage cells undergo profound changes in their cellular state in response to neural injury. These findings are consistent with previous research showing changes in immune regulation, proliferation and cellular metabolism in macrophage-lineage cells after CNS injury in mammals (Anwar et al., 2016; Hellewell et al., 2016; Mracsko and Veltkamp, 2014).

**Fig. 2.**
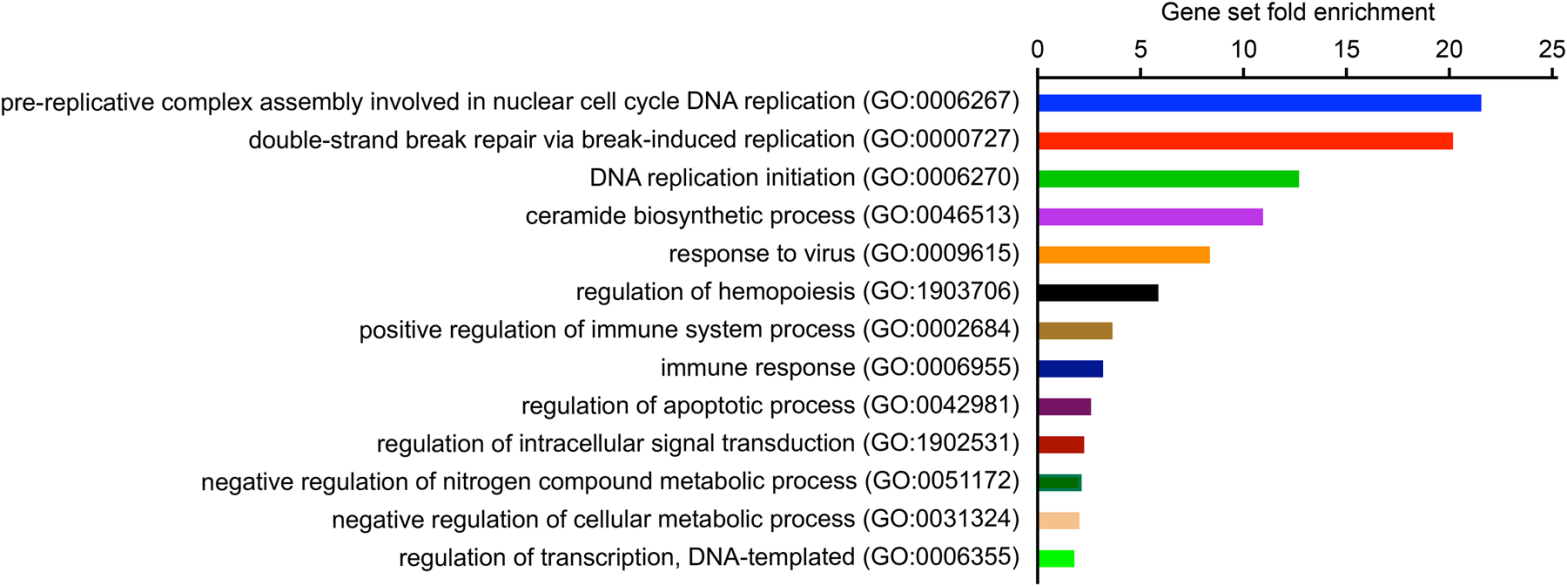
**Gene ontology analysis shows overrepresentation of genes involved in immune response, proliferation and cellular signalling and metabolism.** A PANTHER overrepresentation test was carried out to identify GO biological process categories overrepresented among the set of 426 genes with FDR<0.01.

### Expression of a range of secreted signalling molecules is upregulated in cephalic macrophage-lineage cells after neural injury

Next, we sought to identify genes coding for secreted signalling molecules that were upregulated after neural injury, since such molecules are well placed to have a direct effect on neuronal survival. 

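At FDR<0.01 in limma's test with Benjamini-Hochberg adjustment, 210 genes had a log2FC above 1, and 50 had a log2FC below -1. Across the other settings set for the comparison, the number with a log2FC above 1 was between 140, without replicate 4 at 2 hpi, and 257, at an FDR threshold of 0.05. The authors' deposited table holds 209 such genes.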

For this, we considered upregulated genes with FDR<0.01 and log_2_FC>1, of which there were 209 (Fig. 1A). Based on the GO information available for each of these genes, we identified 17 upregulated genes that encode secreted or membrane-bound signalling molecules, or enzymes that produce secreted signalling molecules, within this set (Fig. 1A). 

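All 17 genes of Table 1 were among the genes tested, and 16 of them had an FDR<0.01 and a log2FC above 1 in limma's test. Adjusted over the list alone, all 17 had an adjusted p below 0.01. This is not independent evidence, because the list was chosen by the authors on these libraries. Their log2FC ranged from 1.00 to 3.60, with a median of 2.13. For 16 genes, all 3 libraries at 2 hpi lay above all 6 sham libraries. The remaining gene, *inhbaa* (ENSDARG00000012671), had 20.8 ± 5.09 CPM (SD, n = 6) in sham and 42.3 ± 11.8 CPM (SD, n = 3) at 2 hpi, with 2 of the 3 libraries above the highest sham library (exact permutation test, p = 0.0238). Its log2FC was 1.00 (standard error 0.24, FDR = 0.0132 in limma with Benjamini-Hochberg adjustment), and it passed both thresholds with DESeq2 (log2FC 1.03, FDR = 0.00131). The calls of *il6*, *dagla* and *hbegfb* were lost in 6, 6 and 4 of the 9 fits that each left out 1 library. Without replicate 1 at 2 hpi, 11 genes of Table 1 passed both thresholds, as without replicate 4 at 2 hpi. With at least 10 reads required in every library, 11 genes passed as well, because genes with few reads in sham were then not tested.

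**Figure D2:**
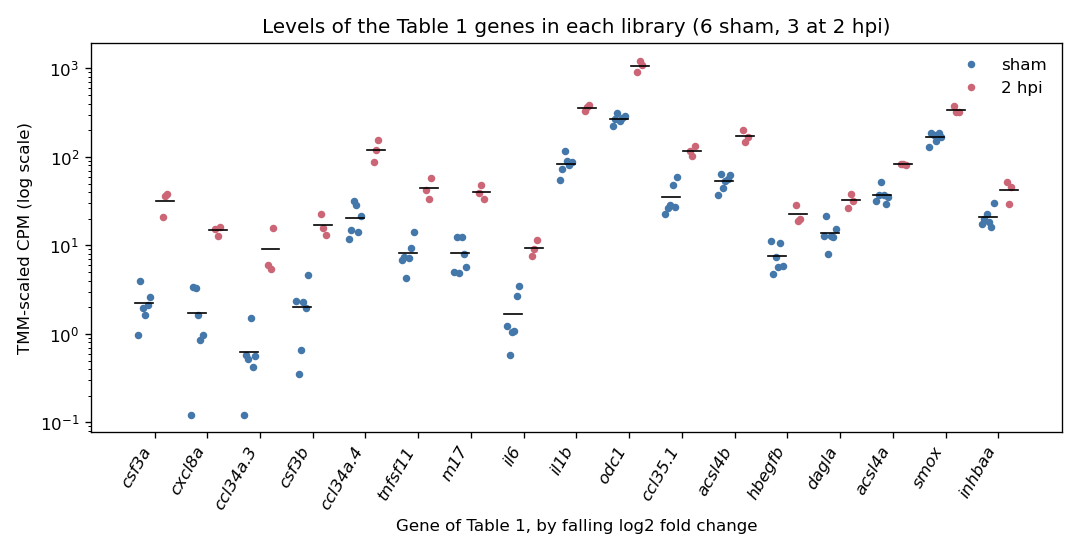
Levels of the 17 genes of Table 1 in each library, in TMM-scaled CPM on a log scale, for 6 sham libraries and 3 libraries at 2 hpi. Points are libraries and bars are group means, with genes ordered from the highest log2FC (3.60) to the lowest (1.00); the groups do not overlap for 16 of the genes.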

The 17 genes thus identified encode molecules from five different categories, including cytokines, chemokines, growth factors, enzymes involved in polyamine biosynthesis, and enzymes involved in arachidonic acid metabolism (Fig. 1B; Table 1). 

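By category, the 6 cytokines of Table 1 had a log2FC between 2.13 and 3.60. The highest was that of *csf3a* (ENSDARG00000102211), from 2.22 ± 1.01 CPM (SD, n = 6) in sham to 31.5 ± 9.06 CPM (SD, n = 3) at 2 hpi (log2FC 3.60, standard error 0.41, FDR = 3.75e-06 in limma with Benjamini-Hochberg adjustment). The most highly expressed cytokine, *il1b* (ENSDARG00000098700), rose from 84.0 ± 20.3 CPM (SD, n = 6) to 360.2 ± 29.9 CPM (SD, n = 3), with an FDR of 4.86e-08. The chemokines *ccl34a.3*, *ccl34a.4*, *ccl35.1* and *cxcl8a* had a log2FC between 1.80 and 3.05. Of these, *ccl34a.3* and *ccl34a.4* are neighbouring copies among which reads could have been split, and *ccl34a.3* had between 1 and 11 reads in the sham libraries, so that its log2FC of 3.03 (standard error 0.55) is uncertain. The log2FC of the growth factor *hbegfb* was 1.55 (standard error 0.33, FDR = 0.00456). For the enzymes of arachidonic acid metabolism, the log2FC was 1.69 for *acsl4b*, 1.23 for *dagla* and 1.17 for *acsl4a*. Each of these genes was higher in all 3 libraries at 2 hpi than in all 6 sham libraries (exact permutation test, p = 0.0119 for each). These p-values are not independent evidence, because the authors chose the genes on the same libraries.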

Overall, these results are in good agreement with findings from mammalian models of neural injury. In particular, microglia and macrophages are known to increase the production of cytokines, chemokines and growth factors after damage to the mammalian CNS (Anwar et al., 2016; Hellewell et al., 2016; Mracsko and Veltkamp, 2014). Likewise, the metabolism of polyamines (Kim et al., 2009; Zahedi et al., 2010) and of arachidonic acid (Adibhatla et al., 2006; López-Vales et al., 2011; Rink and Khanna, 2011) increases after neural injury in mammals, even though this has not been specifically linked to macrophage-lineage cells.

**Table 1.**
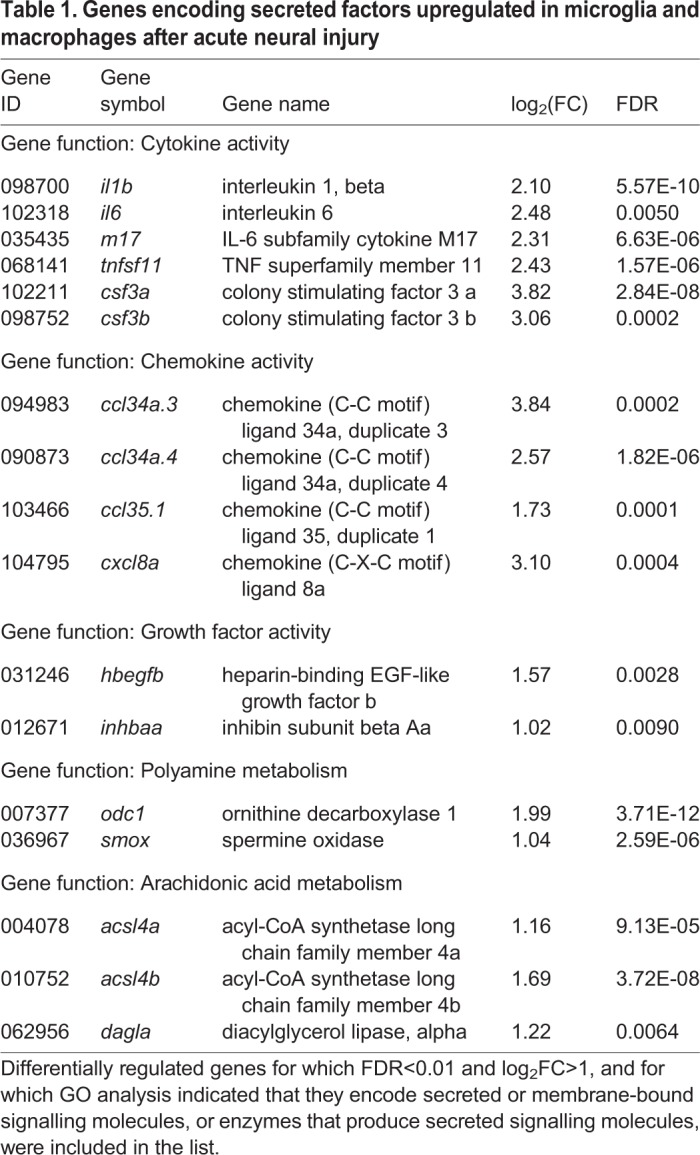
**Genes encoding secreted factors upregulated in microglia and macrophages after acute neural injury**

We hypothesised that molecules secreted by microglia and macrophages can modulate secondary cell death, and sought to test this hypothesis for a small subset of the 17 upregulated signalling molecules. For this analysis, we selected three genes from two gene categories: the cytokine *tnfsf11* and the polyamine-metabolising enzymes *odc1* and *smox*. These genes were chosen because they were among the most differentially regulated of the secreted factors (Fig. 1B, Table 1), and because we wanted to analyse the roles of different genes both within and between different gene categories.

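Ranked among the 17 genes of Table 1, *tnfsf11* was 6th by log2FC and 7th by p-value in limma's test. The gene *odc1* was 10th by log2FC and 1st by p-value, and *smox* was 16th by log2FC and 6th by p-value. Among all tested genes, *odc1* ranked 2nd, *smox* 63rd and *tnfsf11* 76th by p-value. The ranks by log2FC and by p-value differed because *odc1* and *smox* had smaller standard errors, 0.12 and 0.13, than *tnfsf11* with 0.32.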

To validate our RNA-seq results for *tnfsf11*, *odc1* and *smox*, we conducted RT-qPCR analysis for these three genes. We performed RT-qPCR on remaining cDNA samples from our RNA-seq experiment, and also on freshly generated cDNA samples from FACS-purified macrophage-lineage cells from sham and injured larvae at 2 hpi. These experiments indicated upregulation of all three genes after neural injury (Fig. 3). Hence, our RT-qPCR results confirmed the injury-induced increase in expression of *tnfsf11*, *odc1* and *smox* from our RNA-seq analysis.

**Fig. 3.**
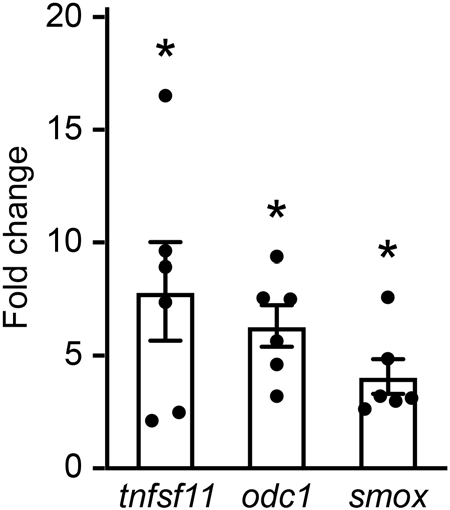
**RT-qPCR confirms changes in gene expression detected through RNA-seq analysis.** The changes in *tnfsf11, odc1* and *smox* expression in FACS-purified macrophage-lineage cells after neural injury were assessed by RT-qPCR. Each data point was generated by comparing gene expression in one cDNA sample from injured larvae at 2 hpi with that in one sample from sham larvae, with both cDNA samples generated on the same day. Three data points were derived from samples also used for RNA-seq analysis, and three from freshly generated samples. Sorted cells from about 180 larvae were pooled for each cDNA sample. Wilcoxon signed rank test was used to compare experimental groups. *P*=0.031 for sham versus injured for all three genes. *P<0.05.

### CRISPR/Cas9-mediated gene knockout allows for rapid assessment of the role of candidate genes in secondary cell death

We next sought to test whether *tnfsf11*, *odc1* and *smox* can modulate secondary cell death after neural injury *in vivo*. For this, we used CRISPR/Cas9-mediated gene editing, where we injected a guide RNA (gRNA) targeting a gene of interest together with Cas9 enzyme into one-cell-stage embryos. In zebrafish, this efficiently generates mutations in the targeted gene in a high proportion of cells (Jao et al., 2013). This approach allows for analysis of gene function in gRNA-injected F0 animals, which we refer to as ‘crispants’. For each of our three genes, we generated at least four gRNAs. Each gRNA’s target sequence was designed to overlap the restriction site of an endonuclease in one of the gene’s exons. This allowed us to test gRNA efficiency by assessing the extent of loss of the targeted endonuclease restriction site in gRNA-injected larvae (Fig. S3). Using this strategy, we were able to identify at least one gRNA with ≥80% efficiency for each gene (Table S1). For genes with two highly efficient gRNAs, both gRNAs were co-injected in knockout experiments.

To investigate the role of *tnfsf11*, *odc1* and *smox* in injury-induced cell death, we used our previously established experimental setup for quantification of secondary cell death (Herzog et al., 2019). For this, we induced acute neural injury in the optic tectum of *H2A*:GFP transgenic larvae (Pauls et al., 2001), where all cell nuclei are labelled (Fig. 4A). This enabled us to assess pyknosis, the condensation of chromatin in the nucleus of a dying cell, as an *in vivo* readout for cell death (Fig. 4B). Secondary cell death was quantified by manual counting of the number of pyknotic nuclei within the tectum at 6 hpi, the peak of secondary cell death in this model system (Herzog et al., 2019).

**Fig. 4.**
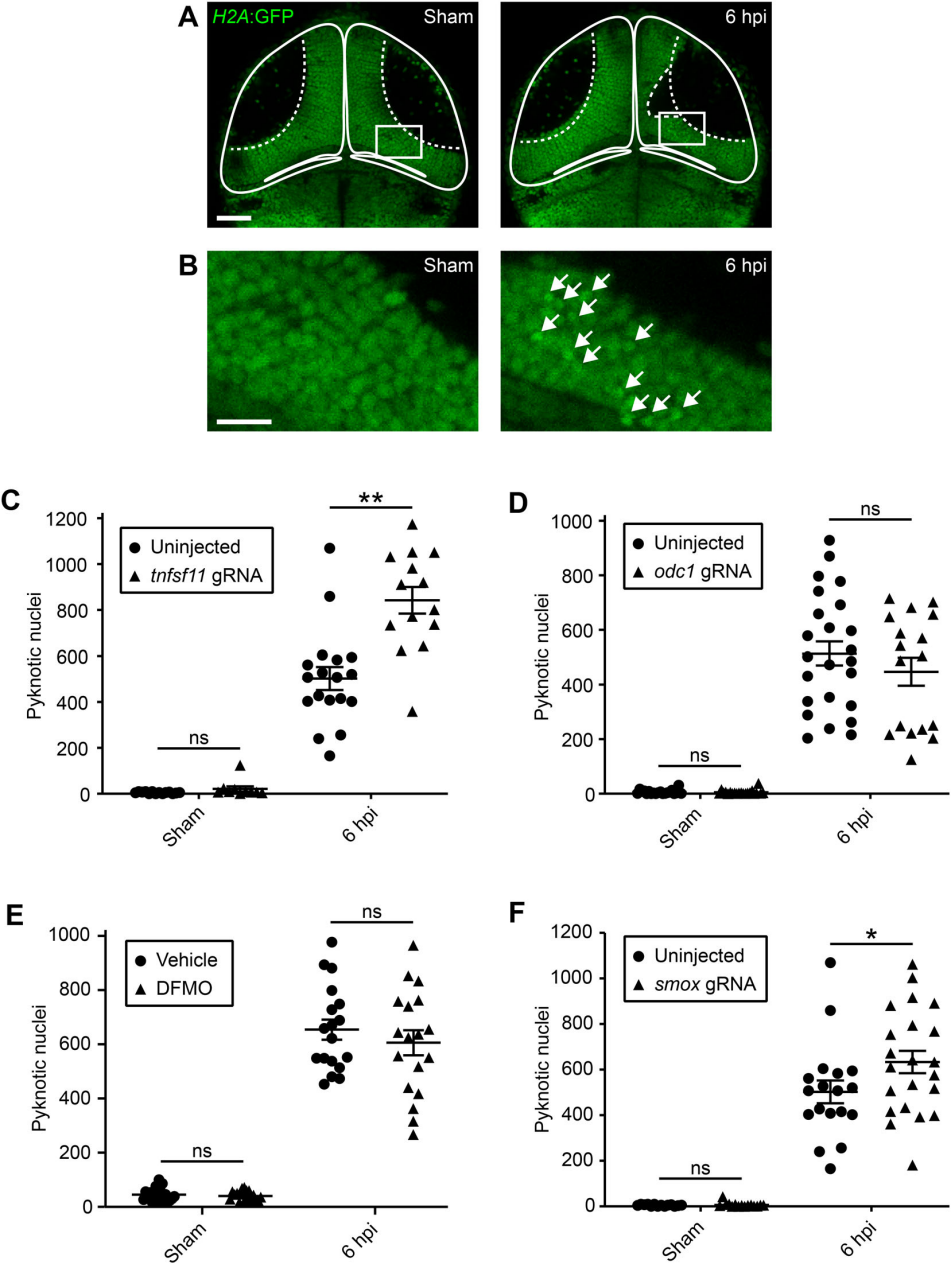
**Reducing the function of *tnfsf11* and *smox*, but not *odc1*, increases cell death after acute neural injury.** (A) Confocal images of the optic tectum of sham and injured *H2A*:GFP transgenic larvae at 6 hpi. The dashed line indicates the location of the injury site within the cell body layer. Scale bar: 50 µm. (B) Close-up of regions indicated in (A). White arrows indicate pyknotic nuclei. Scale bar: 5 µm. (C) Quantification of pyknotic nuclei within the tectum of uninjected animals, or of animals injected with *tnfsf11* gRNA. *n* (sham, uninjected)=14 animals. *n* (sham, *tnfsf11* gRNA)=10 animals. *n* (6 hpi, uninjected)=18 animals. *n* (6 hpi, *tnfsf11* gRNA)=14 animals. *N*=3 independent experiments. Two-way ANOVA with Bonferroni correction was used to compare experimental groups. *P*>0.999 for sham, uninjected versus sham, *tnfsf11* gRNA. *P*<0.001 for 6 hpi, uninjected versus 6 hpi, *tnfsf11* gRNA. **P<0.01. (D) Quantification of pyknotic nuclei within the tectum of uninjected larvae, or of larvae injected with *odc1* gRNA. *n* (sham, uninjected)=20 animals. *n* (sham, *odc1* gRNA)=21 animals. *n* (6 hpi, uninjected)=24 animals. *n* (6 hpi, *odc1* gRNA)=17 animals. *N*=4 independent experiments. Two-way ANOVA with Bonferroni correction was used to compare experimental groups. *P*>0.999 for sham, uninjected versus sham, *odc1* gRNA. *P*=0.331 for 6 hpi, uninjected versus 6 hpi, *odc1* gRNA. ns, not significant. (E) Quantification of pyknotic nuclei within the tectum of larvae treated with vehicle or DFMO. *n* (sham, vehicle)=20 animals. *n* (sham, DFMO)=18 animals. *n* (6 hpi, vehicle)=18 animals. *n* (6 hpi, DFMO)=18 animals. *N*=2 independent experiments. Two-way ANOVA with Bonferroni correction was used to compare experimental groups. *P*>0.999 for sham, vehicle versus sham, DFMO. *P*=0.494 for 6 hpi, vehicle versus 6 hpi, DFMO. (F) Quantification of pyknotic nuclei within the tectum of uninjected animals, or of animals injected with *smox* gRNA. *n* (sham, uninjected)=14 animals. *n* (sham, *smox* gRNA)=15 animals. *n* (6 hpi, uninjected)=18 animals. *n* (6 hpi, *smox* gRNA)=22 animals. *N*=3 independent experiments. Two-way ANOVA with Bonferroni correction was used to compare experimental groups. *P*>0.999 for sham, uninjected versus sham, *smox* gRNA. *P*=0.036 for 6 hpi, uninjected versus 6 hpi, *smox* gRNA. *P<0.05. Note that the data for sham and 6 hpi uninjected animals are the same in (C) and (F) since larvae in these groups were processed in the same experiment. ns, not significant.

To investigate whether microinjection of gRNAs itself had an effect on the extent of secondary cell death, we first quantified cell death at 6 hpi in uninjected animals, in animals injected with Cas9 enzyme but no gRNA, and in animals injected with Cas9 enzyme and a scrambled gRNA. The scrambled gRNA is a negative control gRNA targeting the human β-globin intron mutation that causes β-thalassemia. Our results showed no difference in the levels of cell death between uninjected larvae and those injected with no gRNA or scrambled gRNA (Fig. S4). This confirmed that gRNA microinjection itself does not alter the level of secondary cell death.

### Knockout of the cytokine gene *tnfsf11* increases secondary cell death

We first investigated the role of *tnfsf11* in secondary cell death. *Tnfsf11*, also known as RANKL, TRANCE, OPGL or ODF, is a member of the tumour necrosis factor (TNF) superfamily of signalling proteins. It is a type II membrane protein that is best known as a regulator of osteoclast differentiation and immune system function (Hanada et al., 2011). *Tnfsf11* can modulate cell death through activation of the anti-apoptotic Akt/PKB signalling pathway (Wada et al., 2006), making it a plausible candidate regulator of cell death after CNS injury.

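The level of *tnfsf11* (ENSDARG00000068141), which encodes a cytokine of the TNF family, was 8.27 ± 3.40 CPM (SD, n = 6) in sham and 44.5 ± 12.3 CPM (SD, n = 3) at 2 hpi. Its log2FC was 2.41 (FDR = 2.74e-05 in limma with Benjamini-Hochberg adjustment). The difference was larger than the spread between replicates. The lowest library at 2 hpi had 33.4 CPM and the highest sham library had 14.3 CPM (exact permutation test, p = 0.0119). As the authors chose the gene on these libraries, this p is not independent evidence. The sham values rested on 33 to 103 reads per library and those at 2 hpi on 215 to 393 reads. With each library left out in turn, the log2FC stayed between 2.20 and 2.59.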

Our RNA-seq and RT-qPCR results indicate that the expression of *tnfsf11* is upregulated in macrophage-lineage cells after acute neural injury (Figs 1B and 3; Table 1). To investigate whether *tnfsf11* can regulate secondary cell death after acute neural injury, we counted the number of pyknotic nuclei at 6 hpi in *tnfsf11* crispants. If *tnfsf11* had a neurotoxic or a neuroprotective effect, we would expect to see a decrease or an increase in cell death after *tnfsf11* knockout. Interestingly, we found that CRISPR/Cas9-mediated knockout of *tnfsf11* lead to a 68% increase in cell death in injured larvae at 6 hpi (Fig. 4C). Importantly, we did not detect a difference in cell death after *tnfsf11* knockout in sham larvae (Fig. 4C), indicating that *tnfsf11* specifically modulates secondary cell death rather than changing the background level of cell death. Overall, these findings are consistent with a neuroprotective effect of *tnfsf11* in the context of acute neural injury.

### Knockout of the polyamine-metabolising gene *smox*, but not *odc1*, increases secondary cell death

Next, we sought to determine whether the polyamine-metabolising genes *odc1* and *smox* also regulate secondary cell death. Polyamines such as putrescine, spermidine and spermine are ubiquitous organic polycations whose presence effects multiple cellular processes. In the CNS, polyamines modulate the activity of a variety of ion channels including NMDA receptors (Rock and Macdonald, 1995). With NMDA receptors acting as key mediators of excitotoxicity (Dorsett et al., 2017), it is plausible that polyamines could regulate excitotoxic cell death after acute neural injury.

The *odc1* gene encodes ornithine decarboxylase, the rate-limiting enzyme in the polyamine biosynthesis pathway that catalyses the conversion of ornithine to putrescine. Interestingly, the expression of *odc1* is upregulated in macrophage-lineage cells after neural injury (Figs 1B and 3, Table 1), suggesting an increase in the rate of polyamine biosynthesis in the damaged CNS. 

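In the RNA-seq libraries, *odc1* (ENSDARG00000007377) had 269.8 ± 29.9 CPM (SD, n = 6) in sham and 1069.5 ± 162 CPM (SD, n = 3) at 2 hpi. The log2FC was 1.98 (FDR = 5.92e-10 in limma with Benjamini-Hochberg adjustment). Sham libraries lay between 223 and 311 CPM, and libraries at 2 hpi between 900.1 and 1222 CPM (exact permutation test, p = 0.0119). The gene was chosen by the authors on these libraries, so this p is not independent evidence. At least 1821 reads stood behind each value. Leaving out 1 library at a time moved the log2FC most without replicate 2 at 2 hpi or replicate 1 at 2 hpi, and every fit kept the call.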

To investigate whether this effects the extent of secondary cell death, we quantified cell death at 6 hpi in *odc1* crispants. Intriguingly, *odc1* knockout did not appear to have an effect on secondary cell death (Fig. 4D).

To confirm our result from *odc1* gene knockout, we also sought to reduce *odc1* function pharmacologically. For this, we used the ornithine decarboxylase inhibitor DFMO, which has been shown to inhibit polyamine biosynthesis in larval zebrafish (Mastracci et al., 2015; Mounce et al., 2016). Consistent with our data from *odc1* knockout, DFMO treatment had no impact on secondary cell death (Fig. 4E). Taken together, these results suggest that the overall rate of polyamine biosynthesis is not a critical factor in regulating secondary cell death.

We next sought to analyse the role of *smox* in secondary cell death. The *smox* gene encodes spermine oxidase, which catalyses the oxidation of spermine to spermidine. 

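The level of *smox* (ENSDARG00000036967) in the RNA-seq libraries was 166 ± 22.9 CPM (SD, n = 6) in sham and 341 ± 29.7 CPM (SD, n = 3) at 2 hpi, with a log2FC of 1.05 (FDR = 1.62e-05 in limma with Benjamini-Hochberg adjustment). No library at 2 hpi was below 324 CPM and no sham library was above 187 CPM (exact permutation test, p = 0.0119). Since the authors chose *smox* on these libraries, this p is not independent evidence. Between 1044 and 1611 reads were counted in the sham libraries and between 2084 and 2475 at 2 hpi. The log2FC was 0.98 to 1.09 in the fits without 1 library, and the FDR was at most 5.66e-04. The neighbouring gene *rnf24* was also upregulated.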

The expression of *smox* is upregulated in macrophage-lineage cells after neural injury (Figs 1B and 3, Table 1). Interestingly, we found that CRISPR/Cas9-mediated knockout of *smox* lead to a 26% increase in cell death in injured but not sham larvae at 6 hpi (Fig. 4F). This finding is consistent with a potential neuroprotective role of *smox* after acute neural injury. Given the role of *smox* in converting spermine to spermidine, this result also raises the possibility that the relative amounts of spermine and spermidine in the CNS may be important determinants of the extent of secondary cell death after acute CNS damage.

### An imaging-based compound screen reveals small molecule modulators of secondary cell death

To complement our work on signalling molecules secreted by macrophages and microglia, we sought to identify cellular pathways that regulate secondary cell death in a more unbiased manner. To this purpose, we conducted an imaging-based compound screen using the Enzo Life Sciences SCREEN-WELL® FDA-approved drug library, v.2.0. Each of the 786 drugs in the library is extensively annotated with regard to its mechanism of action, allowing us to infer each hit compound's target signalling pathway. Prior to the screen, we tested all compounds in the library for systemic toxicity at 5, 10 and 20 µM. In the screen, each drug was then used at its highest non-toxic concentration, which was 20 µM for the majority of the compounds.

For the compound screen, we adapted and partially automated our *in vivo* cell-death assay (Fig. 5A). Neural injury was induced in the optic tectum of *H2A*:GFP transgenic larvae at 4 dpf. Larvae were then transferred into 96-well plates, and compounds from the library were added to each well. At 6 hpi, larvae were automatically imaged using a Vertebrate Automated Screening Technology (VAST) system. The VAST platform combines a large particle sampler and a VAST BioImager (Pardo-Martin et al., 2010) with a customised spinning disk confocal microscope, thus enabling automated mounting and imaging of zebrafish larvae. This setup has previously been used to identify compounds that regulate myelination in larval zebrafish (Early et al., 2018), highlighting its suitability for mechanistic investigations of cellular processes in the larval zebrafish CNS.

**Fig. 5.**
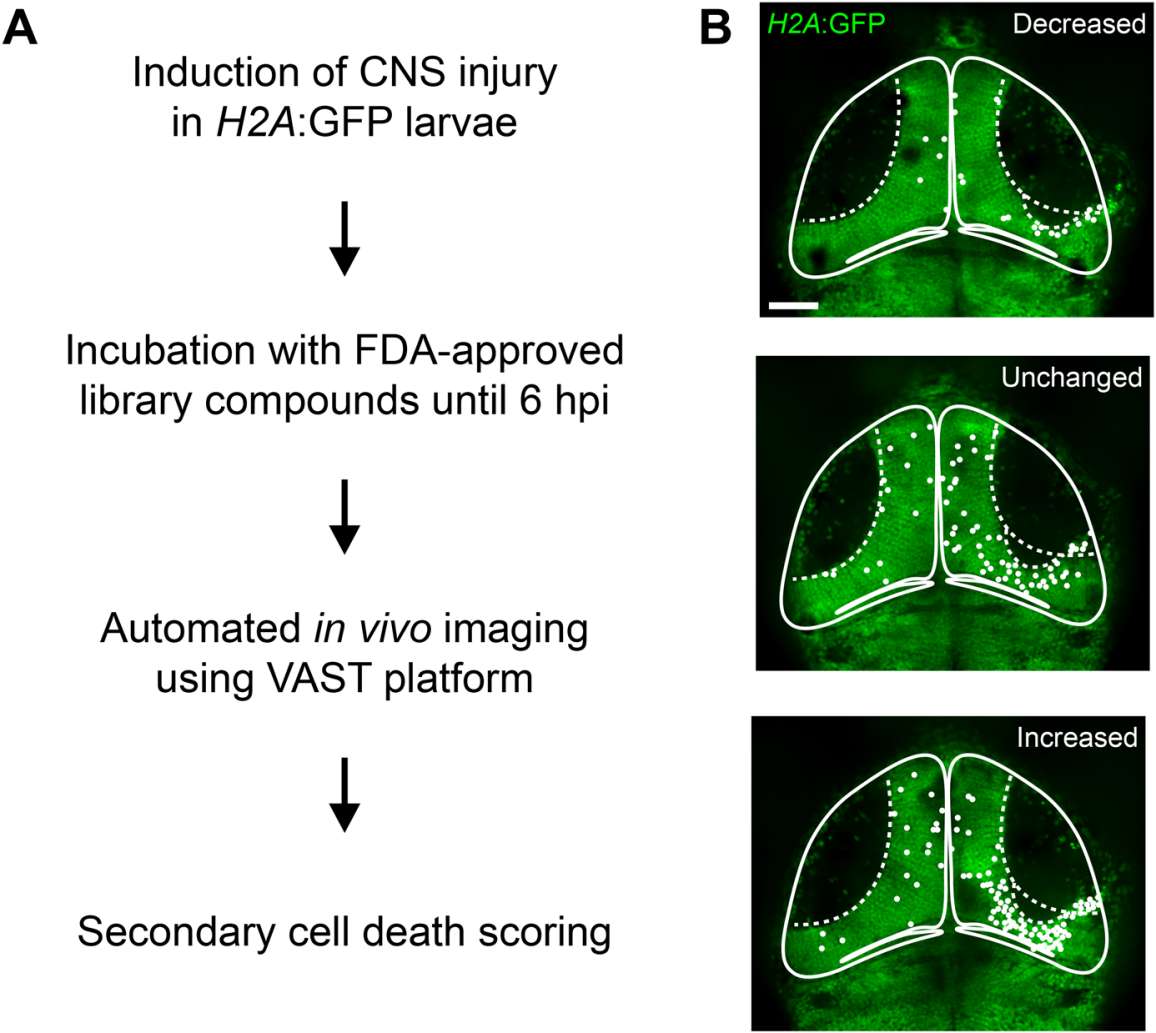
**The VAST platform enables a partially automated *in vivo* imaging-based compound screen for modulators of secondary cell death.** (A) Workflow for compound screen. A total of three rounds of screening was carried out, with putative hits from each round being reassessed in the next round. (B) VAST images of the optic tectum of *H2A*:GFP transgenic larvae at 6 hpi, illustrating the three cell-death scoring categories used in the compound screen. The extent of cell death in drug-treated larvae was scored relative to that in DMSO-treated control larvae by visual assessment of the amount of pyknotic nuclei. The dashed line indicates the location of the injury site within the cell body layer. White circles indicate pyknotic nuclei. Scale bar: 50 µm.

To identify compounds that modulate secondary cell death, we then analysed the images acquired by the VAST platform. To expedite the image-analysis process, we used a scoring system where the extent of cell death in drug-treated larvae was categorised relative to that in DMSO-treated larvae through visual inspection of the number of pyknotic nuclei in z-stacks of images, rather than through time-consuming manual counting of pyknotic nuclei. The scoring categories were ‘decreased’, ‘unchanged’ or ‘increased’ cell death (Fig. 5B). Compounds that appeared to cause nervous system toxicity as shown by excessive cell death in the optic tectum were excluded from further analysis. To assess the reliability of this scoring system, we conducted an experiment with a small number of compounds for which scoring had indicated a change in the extent of cell death during the initial phase of the screen. In this experiment, we assessed the extent of cell death through scoring and also quantified the number of pyknotic nuclei at 6 hpi through manual counting in the same larvae. The scoring results were confirmed through counting for two of every four compounds (Table S2), indicating that the scoring system can detect compounds that modulate cell death. Importantly, previous small molecule screens for modulators of neural regeneration in larval zebrafish have successfully used similar scoring strategies (Bremer et al., 2017; Namdaran et al., 2012).

In the initial screen of all 786 compounds from the library, we identified 22 putative hit compounds. Of these, six decreased cell death, whereas 16 increased it (Table 2). We then conducted two further rounds of screening to reassess these initial results. In the first re-screen, we re-tested the 22 putative hit compounds using remaining drugs from the library. This confirmed our results from the initial screen for ten putative hit compounds, of which two decreased and eight increased cell death (Table 2). In the second re-screen, we re-tested the ten putative hit compounds from the first re-screen using freshly ordered compounds. We also included sham larvae, which enabled us to exclude compounds that change the background level of cell death instead of specifically modulating secondary cell death. The second re-screen yielded two putative hit compounds that specifically regulate secondary cell death, with one compound decreasing and one increasing it (Table 2).

**Table 2.**
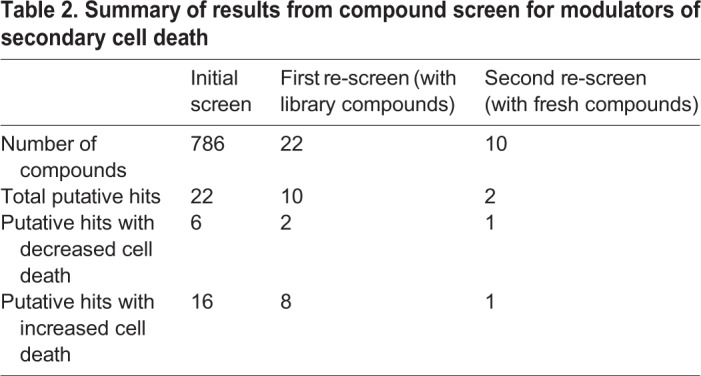
**Summary of results from compound screen for modulators of secondary cell death**

The putative hit compounds that decreased and increased cell death were the antiepileptic drug tiagabine and the antipsychotic medication ziprasidone, respectively. To further confirm the effect of these putative hits on secondary cell death, we then quantified the number of pyknotic nuclei at 6 hpi through manual counting, in two additional experiments for each compound. Importantly, this substantiated our results from the compound screen for both drugs. More specifically, we found a 19% decrease in secondary cell death for tiagabine (Fig. 6A) and a 17% increase for ziprasidone (Fig. 6B). The extent of cell death in sham larvae was not affected by either compound (Fig. 6A,B).

**Fig. 6.**
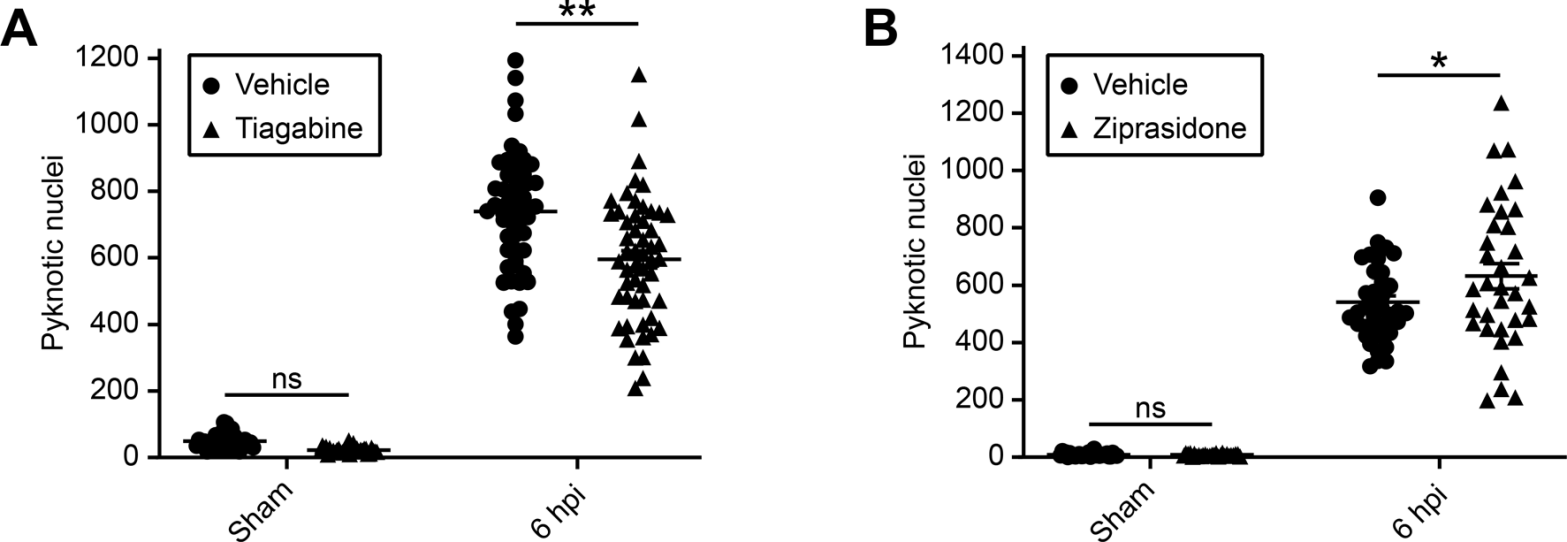
**The hit compounds tiagabine and ziprasidone change the level of secondary cell death.** (A) Quantification of pyknotic nuclei within the tectum of larvae treated with vehicle or tiagabine. *n* (sham, vehicle)=32 animals. *n* (sham, tiagabine)=33 animals. *n* (6 hpi, vehicle)=53 animals. *n* (6 hpi, tiagabine)=53 animals. *N*=2 independent experiments. Two-way ANOVA with Bonferroni correction was used to compare experimental groups. *P*=0.936 for sham, vehicle versus sham, tiagabine. *P*<0.001 for 6 hpi, vehicle versus 6 hpi, tiagabine. ns, not significant. **P<0.01. (B) Quantification of pyknotic nuclei within the tectum of larvae treated with vehicle or ziprasidone. *n* (sham, vehicle)=31 animals. *n* (sham, ziprasidone)=27 animals. *n* (6 hpi, vehicle)=41 animals. *n* (6 hpi, ziprasidone)=34 animals. *N*=2 independent experiments. Two-way ANOVA with Bonferroni correction was used to compare experimental groups. *P*>0.999 for sham, vehicle versus sham, ziprasidone. *P*=0.024 for 6 hpi, vehicle versus 6 hpi, ziprasidone. ns, not significant. *P<0.05.

Hence, our drug screen yielded two hit compounds that consistently and specifically modulate secondary cell death after acute neural injury *in vivo*.

## DISCUSSION

In the present study, we used our previously established experimental setup for quantification of secondary cell death in larval zebrafish (Herzog et al., 2019) to identify signalling pathways that modulate injury-induced cell death after acute neural injury *in vivo*. To this purpose, we combined this platform with RNA-seq gene expression profiling and compound screening.

We used RNA-seq analysis to investigate early changes in the transcriptome of cephalic macrophage-lineage cells in larval zebrafish after acute CNS injury. Our analysis revealed rapid and pronounced transcriptomic changes in these cells, with more than 400 differentially expressed genes at 2 hpi. Genes associated with the immune response, DNA replication, and cellular signalling and metabolism are overrepresented among the differentially expressed genes (Fig. 2). These results are in agreement with other transcriptomic studies from both mammals and zebrafish. RNA-seq analysis of microglia after spinal cord injury in mice revealed upregulation of genes associated with the immune response and cellular proliferation (Noristani et al., 2017). Likewise, infiltrating macrophages increase the expression of immune-system and metabolic genes after spinal cord injury in mice (Zhu et al., 2017). In addition, the expression of genes involved in cell cycle control and DNA replication was shown to change in microglia after acute neuronal ablation in the brain of adult zebrafish (Oosterhof et al., 2017). Conversely, another study in adult zebrafish found that genes upregulated in retinal microglia after neuronal ablation are mostly associated with vesicle trafficking (Mitchell et al., 2019). This discrepancy might be due to the later time point of analysis in the latter study, capturing microglia in a regenerative state rather than during the acute phase of the injury. Overall, the transcriptional response of macrophage-lineage cells to acute neural injury appears to be conserved across vertebrate species, highlighting the relevance of our model system for the study of microglia and macrophage reactions to CNS injury. Importantly, all raw and processed RNA-seq data from our analysis are available through the GEO database (accession number GSE140810). This dataset will provide a powerful new resource for studies aiming to understand early immune-cell reactions to CNS injury.

Which aspects of the response of microglia and macrophages to CNS injury have neurotoxic or neuroprotective effects is the subject of ongoing debate (Hu et al., 2015; Li and Barres, 2018). Here we decided to focus on the role of secreted signalling molecules, since these have the potential to directly influence neuronal survival. Our RNA-seq analysis revealed 17 upregulated genes encoding such factors, including cytokines, chemokines, growth factors and enzymes involved in polyamine and arachidonic acid biosynthesis (Table 1). These results highlight the complexity of the transcriptional response of macrophage-lineage cells to neural injury.

One of the cytokines that we found to be upregulated after neural injury is the TNF superfamily member *tnfsf11* (Fig. 1B, Table 1). Similarly, DNA microarray analysis revealed *tnfsf11* upregulation in rat brain tissue after focal ischemia (Schmidt-Kastner et al., 2002). It is also upregulated after brain ischemia in mice, where its expression is restricted to microglia and macrophages (Shimamura et al., 2014). In addition, another study found an increase in expression after mechanical brain injury in mice (Kelso et al., 2015). Interestingly, we found that *tnfsf11* knockout is associated with an increase in secondary cell death (Fig. 4C), suggestive of a potential neuroprotective role. Likewise, infarct volume after ischemia in mice is increased after treatment with anti-*tnfsf11* antibody but reduced in the presence of recombinant *tnfsf11* (Shimamura et al., 2014). Furthermore, a peptide designed to specifically enhance *tnfsf11* signalling in microglia and macrophages decreases infarct volume after ischemia in mice (Kurinami et al., 2016; Shimamura et al., 2018). Together with our results, these findings indicate that *tnfsf11* is upregulated after CNS injury and provide evidence for a neuroprotective role of *tnfsf11* that is conserved across vertebrates.

We found that expression of *odc1* and *smox*, two genes involved in polyamine metabolism, is also upregulated in macrophage-lineage cells after neural injury (Fig. 1B, Table 1). *Odc1* is the rate-limiting enzyme in the polyamine biosynthesis pathway, whose expression level controls the overall rate of polyamine metabolism. Consistent with our results, *odc1* mRNA expression is upregulated after cerebral ischemia in gerbils (Kindy et al., 1994), and its enzymatic activity is increased after spinal cord injury (Mautes et al., 1999), mechanical brain injury (Henley et al., 1996; Rao et al., 1998) and cerebral ischemia (Babu et al., 2003) in rats. Intriguingly, we did not detect an effect of *odc1* gene knockout (Fig. 4D) or inhibition of *odc1* enzymatic activity with DFMO (Fig. 4E) on secondary cell death, arguing against a major role of *odc1* in this process. Findings on the role of *odc1* in cell death after CNS injury in mammals are conflicting. DFMO treatment decreases delayed neuronal cell death after cerebral ischemia in gerbils (Kindy et al., 1994). Conversely, different levels of putrescine in the mouse brain are not associated with differences in neuronal death after ischemia (Lukkarainen et al., 1995). Furthermore, administration of exogenous putrescine reduces delayed cell death after ischemia in gerbils (Gilad and Gilad, 1991), and treatment with DFMO (Lukkarinen et al., 1999) or *odc1* antisense oligonucleotides (Rao et al., 2001) increases infarct volume after ischemia in rats. Overall, the role of *odc1* in cell death after neural injury will require further investigation.

The *smox* gene, whose product converts spermine to spermidine, is also upregulated in macrophage-lineage cells after neural injury (Fig. 1B, Table 1). Interestingly, increased expression of rat *smox* mRNA occurs in the hours after ischemia (Fan et al., 2019) but not mechanical brain injury (Zahedi et al., 2010). Furthermore, the levels of spermine and spermidine in brain tissue are decreased after ischemia (Adibhatla et al., 2002) but unchanged after mechanical brain injury (Henley et al., 1996; Zahedi et al., 2010) in rats. Our results further indicated a potential neuroprotective role for *smox*, since *smox* gene knockout leads to increased neuronal cell death after CNS injury (Fig. 4F). Conversely, inhibition of *smox* enzymatic activity reduced injury volume after mechanical brain injury (Doğan et al., 1999) or ischemia (Adibhatla et al., 2002) in rats. Likewise, ischemic neuronal cell death in rats was decreased after *smox* downregulation through RNA interference (Fan et al., 2019). Consistent with these findings, treatment with exogenous spermine reduced delayed cell death after ischemia in gerbils (Gilad and Gilad, 1991) and decreased injury volume following ischemia in rats (Coert et al., 2000). However, spermine was found to exacerbate ischemic neuronal injury in mice (Duan et al., 2011). Hence, it is likely that additional research will be required to define the role of *smox* in neuronal damage after acute CNS injury.

Our CRISPR/Cas9-mediated knockout of *tnfsf11* and *smox* indicated potential neuroprotective roles for both genes. Of note, our experimental approach did not allow for gene knockout specifically in macrophage-lineage cells. Thus, knockout of *tnfsf11* and *smox* in cells other than microglia and macrophages may have contributed to the increase in secondary cell death in *tnfsf11* and *smox* crispants. Nevertheless, our results highlight the suitability of our experimental strategy for rapid identification of neuroprotective factors after acute neural injury *in vivo*.

In addition to our RNA-seq analysis of macrophage-lineage cells, we also performed an imaging-based compound screen to identify modulators of secondary cell death in a more unbiased manner. While our previous work had assessed the effect of a small number of drugs on secondary cell death (Herzog et al., 2019), a systematic survey of a larger number of molecules has not been carried out. For the screen, we used the Enzo Life Sciences SCREEN-WELL® FDA-approved drug library, v.2.0. Being FDA-approved and in use in the clinic, all compounds in the library have well-characterised bioactivity, safety and bioavailability profiles, which might help to accelerate drug development from hit compounds.

We carried out a total of three rounds of screening, with one initial screen and two re-screens of putative hit compounds from the previous rounds (Table 2). This strategy allowed us to repeatedly assess the effect on cell death seen with a particular compound, and thereby eliminate any false positives. It is possible that some of the drugs that did not affect cell death when tested at 20 µM in the initial screen would have had an effect at a higher concentration, and therefore constitute false negatives. Furthermore, we did not investigate whether drugs that showed nervous system toxicity in the initial screen would have specifically affected secondary cell death at a lower concentration. Hence, we cannot exclude the possibility that some of these drugs also represent false negatives. Overall, our screen of 786 small molecules yielded two compounds that consistently and specifically modulate secondary cell death, constituting a 0.3% hit rate. Two previous studies describing small molecule screens for modulators of neural regeneration in larval zebrafish reported hit rates of 0.5% (Namdaran et al., 2012) and 4.4% (Bremer et al., 2017). This indicates that while relatively low, our hit rate is still within the range that could reasonably be expected in this type of screen.

Of our two hit compounds, one decreases and one increases injury-induced cell death (Table 2). The hit compound that reduces secondary cell death was tiagabine (Fig. 6A), which is used in the treatment of epilepsy. Tiagabine increases the level of GABA in the CNS by blocking the neuronal GABA transporter 1, and it is hence classified as a GABA reuptake inhibitor (Meldrum and Chapman, 1999). In contrast to tiagabine, the antipsychotic medication ziprasidone, an antagonist of serotonin and dopamine receptors (Seeger et al., 1995), increases secondary cell death (Fig. 6B). The identity of our hit compounds suggests that cellular signalling through the neurotransmitters GABA, serotonin and dopamine may play important roles in regulating injury-induced cell death after acute CNS damage.

Consistent with our finding of reduced secondary cell death in the presence of tiagabine (Fig. 6A), tiagabine displays neuroprotective properties in mammalian models of acute CNS injury, potentially by reducing glutamate-mediated excitotoxicity (Green et al., 2000). More specifically, tiagabine reduces glutamate levels after ischemia in gerbils, and this is associated with decreased neuronal cell death (Inglefield et al., 1995; Iqbal et al., 2002). This result was confirmed in rats, where tiagabine treatment reduces cell death (Johansen and Diemer, 1991) as well as injury volume (Chen Xu et al., 2000; Yang et al., 2000) after ischemia. Our results further support a neuroprotective effect for tiagabine after acute neural injury.

Unlike tiagabine, ziprasidone increased secondary cell death (Fig. 6B). Interestingly, this contradicts studies in rats, which showed a reduction in infarct volume after ischemia in the presence of ziprasidone (Kaengkan et al., 2013; Kam et al., 2012). The reasons for this discrepancy remain unclear, but might include differences in timing or dosage of drug treatment. Hence, more research will be needed to understand the effect of ziprasidone on cell death after acute neural injury.

Overall, the work presented here suggests roles for multiple signalling pathways in the regulation of secondary cell death *in vivo*, including the TNF, polyamine, GABA, serotonin- and dopamine-signalling systems. This highlights the complexity of the cellular mechanisms that underlie secondary cell death. Our study did not address whether these signalling systems interact to regulate cell death after neural injury *in vivo*. Hence, the extent to which they are diverse and independent will be an interesting subject for further investigation.

Importantly, our study provides evidence for a neuroprotective role of the gene *tnfsf11* and the small molecule tiagabine, thereby confirming and extending findings from mammals. This strengthens the case for using *tnfsf11* and tiagabine as starting points for the development of novel neuroprotective treatments for patients with CNS injury.

## MATERIALS AND METHODS

### Fish husbandry

Zebrafish (*Danio rerio*) of both sexes were used in this study. All animals were maintained under standard conditions (Westerfield, 2007), and experiments were performed in accordance with British Home Office regulations. Wild-type animals were of the AB or WIK strains. Transgenic lines were *H2A.F/Z*:GFP (Pauls et al., 2001), referred to as *H2A*:GFP, and *mpeg1*:GFP (Ellett et al., 2011). If necessary, larvae were treated with 100 µM N-phenylthiourea (PTU) to inhibit melanogenesis. All chemicals were supplied by Sigma-Aldrich unless otherwise stated.

### Induction of acute CNS injury

Neural injury in larval zebrafish was induced as previously described (Herzog et al., 2019). Briefly, zebrafish larvae at 4 dpf were anaesthetised using 0.01% Ethyl 3-aminobenzoate methanesulfonate (MS-222), and mounted in 1% low-melting-point agarose (Life Technologies) with their dorsal side facing upward. The optic tectum was then injured under visual guidance of a stereomicroscope using a fine metal pin (Fine Science Tools) mounted on a micromanipulator (Narishige International Ltd.). For induction of injury, the tip of the metal pin was inserted into the optic tectum to a depth of approximately 200 µm, and subsequently retracted. After injury, larvae were carefully released from the agarose and allowed to recover for varying amounts of time depending on experimental requirements. Sham animals were anaesthetised, embedded in agarose and subsequently released as described, but not injured.

### FACS purification and RNA extraction of cephalic macrophage-lineage cells

To obtain RNA from macrophage-lineage cells for RNA-seq analysis and RT-qPCR, GFP^+^ cells were isolated from *mpeg1*:GFP larvae using FACS, and RNA was extracted from sorted cells as previously described (Mazzolini et al., 2018). All steps were performed at 4°C to preserve RNA integrity. About 180 larvae were used to generate each sample. Briefly, sham or injured larvae at 2 hpi were anaesthetised and larval heads were transected using surgical microscissors (Fine Science Tools). Heads were then transferred into a glass homogeniser containing 1 ml homogenisation medium (15 mM HEPES, 2 mM D-Glucose in HBSS) and a cell suspension was generated by homogenising the tissue. The cell suspension was run through a 40 µm cell strainer, after which cells were pelleted by centrifugation. The cell pellet was then resuspended in 1 ml 22% Percoll and overlaid with 0.5 ml DPBS to create a density gradient. After centrifugation, the supernatant consisting of DPBS, myelin-containing interphase and Percoll was discarded and the cell pellet was washed with 0.5 ml homogenisation medium with 2% NGS. The pellet was then resuspended in 0.5 ml homogenisation medium with 2% NGS and run through a 35 µm cell-strainer cap into 5 ml FACS tubes. GFP^+^ cells were isolated from the cell suspension using a FACSAria II flow cytometer. The sorting gate for GFP^+^ cells from *mpeg1*:GFP larvae was calibrated using wild-type larvae undergoing the same protocol in order to attain the highest possible purity of sorted GFP^+^ cells (Fig. S1). Cells were sorted directly into 1.5 ml tubes containing 1 ml of RNAProtect Cell Reagent (Qiagen) to stabilise RNA and stored at 4°C for up to 3 days before RNA extraction. Sorted cells were then pelleted and RNA was extracted from the pellet using an RNeasy Plus Micro kit (Qiagen). RNA quantity and quality were assessed on a LabChip^®^ GX Touch™ 24 nucleic acid analyser (PerkinElmer).

### RNA-seq library preparation, sequencing and analysis

To generate cDNA samples for RNA-seq gene expression profiling, RNA was reverse transcribed and amplified using the Ovation^®^ RNA-Seq System V2 (NuGEN). Amplified cDNA was purified using a MinElute Reaction Cleanup Kit (Qiagen) and quantified on a NanoDrop One spectrophotometer (Thermo Fisher Scientific).

Library preparation, sequencing and bioinformatics analysis were carried out by Edinburgh Genomics. Libraries were prepared for each sample using a manual TruSeq DNA Nano gel-free library kit (Illumina). The samples were then sequenced on a NovaSeq 6000 instrument. Sequencing reads were trimmed in Cutadapt (Martin, 2011) and aligned to the *Danio rerio* GRCz10 reference genome in STAR (Dobin et al., 2013). Reads were assigned to features of type ‘exon’ using featureCounts (Liao et al., 2014). The raw-counts table thus generated was filtered to remove genes consisting predominantly of near-zero counts and reads were normalised using the weighted trimmed mean of M-values method (Robinson and Oshlack, 2010). A principal components analysis was then undertaken on filtered and normalised expression data to explore patterns with respect to experimental factors. The cumulative proportion of variance associated with each factor was used to study the level of structure in the data, while associations between continuous value ranges in principal components and categorical experimental factors was assessed with an ANOVA test. Differential analysis was carried out with edgeR (Robinson et al., 2010) to compare gene expression between sham and 2 hpi experimental groups. Fold changes were estimated as per the default behaviour of edgeR, to avoid artefacts which occur with empirical calculation. Statistical assessment of differential expression was carried out using a quasi-likelihood *F*-test.

### GO overrepresentation analysis

GO overrepresentation analysis was carried out using an online tool (http://www.pantherdb.org) based on the PANTHER classification system (Mi et al., 2019). For this, a list of differentially expressed genes with FDR<0.01 was uploaded alongside a list of all genes detected in our RNA-seq experiment. A statistical overrepresentation test was then conducted using the ‘GO Biological process complete’ annotation set.

### Generation of expression heatmap

To generate an expression heatmap for the differentially regulated genes that encode secreted factors, z-scores for every sample were calculated from normalised counts for each gene. Heatmaps were created by plotting z-scores in Prism (GraphPad).

### RT-qPCR

For RT-qPCR, cDNA was synthesised from RNA using the iScript™ cDNA synthesis kit (Bio-Rad). RT-qPCR was performed on a LightCycler 96 Real-Time PCR system using SsoAdvanced™ Universal SYBR Green Supermix (Bio-Rad). Primer efficiencies were determined from cDNA dilution curves. The sequences, product sizes, optimal concentrations and efficiencies of primers used for RT-qPCR are listed in Table S3. Analysis of RT-qPCR data was carried out using the Pfaffl Method, which takes primer efficiency into account (Pfaffl, 2001).

### CRISPR/Cas9-mediated gene editing

gRNAs were designed manually to target endonuclease restriction sites in exonic sequences of genes to be knocked out. At least four gRNAs were generated for each gene, and their efficiencies were tested by assessing the extent of loss of their targeted restriction sites through restriction fragment length polymorphism analysis. For this, 1 nl injection solution containing crRNAs and tracrRNA (all at 250 ng/µl) together with Cas9 enzyme (NEB) was injected into one-cell-stage embryos. PCR was performed on genomic DNA extracted from individual larvae at 24 hpf. The sequences, target exons and product sizes of primers used for gRNA efficiency testing are listed in Table S4. PCR products were digested using the appropriate restriction enzyme (Table S1), and restriction fragments were separated through agarose gel electrophoresis. The efficiency of each gRNA was assessed by visual inspection of the relative brightness of the different restriction fragments (Fig. S3). For this, gel images were carefully inspected by at least two independent experienced investigators for each gRNA. This method for assessing gRNA efficiency has previously been validated through direct sequencing of gRNA target sites (Herzog et al., 2019; Tsarouchas et al., 2018). Only gRNAs with ≥80% efficiency were used in knockout experiments. The target sequences, target exons, restriction enzymes and efficiencies of these gRNAs are listed in Table S1. The target sequence of the scrambled gRNA was 5′-CCTCTTACCTCAGTTACAATTTATA-3′, which comprises the human β-globin intron mutation that causes β-thalassemia.

### Drug treatments

Pharmacological agents were delivered by bath application. The following drugs were used: 10 mM DFMO (Tocris Bioscience); 20 µM imiquimod; 20 µM lindane; 20 µM tiagabine; 20 µM levothyroxine; and 20 µM ziprasidone (Fluorochem) in 1% DMSO. For vehicle treatment, 1% DMSO without drug was added to the embryo medium. Drugs were added to the embryo medium immediately after neural injury.

### Image acquisition and analysis

For confocal imaging of crispants, zebrafish larvae were anaesthetised and mounted in low-melting-point agarose with their dorsal side facing upward. The agarose was then covered with embryo medium to prevent desiccation during imaging. Confocal imaging was conducted on a Zeiss LSM 880 laser scanning microscope. For z-stacks of the optic tectum, images with 3.6 µm intervals between optical planes were acquired to a depth of 110 µm, starting at the dorsal side of the tectum.

Quantification of cell death was carried out as previously described (Herzog et al., 2019). Briefly, pyknotic nuclei within the tectum of *H2A*:GFP animals were manually counted in ImageJ (https://imagej.nih.gov/ij) across both tectal hemispheres and across all consecutive images of z-stacks of the optic tectum. Pyknotic nuclei display decreased size and increased brightness when compared to live nuclei (Herzog et al., 2019), and these parameters were used as the main criteria for identifying individual nuclei as pyknotic.

### Small molecule screen

We used the Enzo Life Sciences SCREEN-WELL® FDA-approved drug library, v.2.0, which contains 786 compounds of known bioactivity, safety and bioavailability. Library compounds are predominantly supplied at 10 mM in DMSO, with a small number of compounds supplied at different concentrations or in water.

Before the start of the screen, all compounds were tested for systemic toxicity at a range of concentrations. For this, wild-type larvae at 4 dpf were distributed into 96-well plates at a density of three larvae per well, and incubated with library compounds at 5, 10 or 20 µM in 300 µl embryo medium with PTU and 1% DMSO for 6 h. Larvae were then assessed for indicators of systemic toxicity such as lethality or abnormal body shape. In the screen, each compound was used at the highest concentration that did not induce systemic toxicity. Compounds that showed systemic toxicity at 5 µM were used at 1 µM in the screen.

In the initial screen, acute neural injury was induced in *H2A*:GFP larvae, and larvae were transferred into 96-well plates at a density of two larvae per well. For each library compound, six larvae were incubated with the compound in 300 µl embryo medium with PTU and 1% DMSO for 6 h. Larvae were then anaesthetised and automatically imaged using the VAST system (Pardo-Martin et al., 2010). This platform uses a Large Particle Sampler (Union Biometrica) to transfer larvae from each well of a 96-well plate to a BioImager (Union Biometrica), where it automatically orients them within a thin-walled glass capillary to allow imaging from the dorsal side. The BioImager platform is combined with a Zeiss Axio Examiner D1 microscope, fitted with a high-speed CSU-X1 spinning disk confocal scanner and a Zeiss AxioCam 506m CCD camera. For z-stacks of the optic tectum, 20 images with 10 µm intervals between optical planes were acquired. Larvae were imaged in the same order as compounds were added to the plate in order to ensure similar treatment times across larvae.

Image files from the VAST system were processed to attach well-position information (Early et al., 2018). The extent of cell death in drug-treated larvae relative to that in DMSO-treated larvae was then manually scored in ImageJ. Scoring was conducted by visual inspection of the amount of pyknotic nuclei in z-stacks of images, with images from DMSO-treated and drug-treated larvae being viewed side by side. Scoring categories were ‘decreased’, ‘unchanged’ or ‘increased’ cell death (Fig. 5B). Drug-treated larvae from each plate were scored relative to DMSO-treated larvae from the same plate in order to control for variation between experiments. All scoring was performed by the same investigator.

In the first re-screen, putative hits from the initial screen were re-tested with remaining compound from the library using the same experimental parameters as in the initial screen. In the second re-screen, putative hits from the first re-screen were re-tested with freshly ordered compound. Both sham and injured larvae were included in the second re-screen, and 12 larvae per experimental group were tested.

To quantify cell death in larvae treated with DFMO, imiquimod, lindane, tiagabine, levothyroxine or ziprasidone, z-stacks of the optic tectum were acquired on the VAST system. Pyknotic nuclei within the optic tectum were manually counted in ImageJ across both tectal hemispheres and across 13 consecutive optical planes from the z-stack, starting at the dorsal side of the tectum.

### Experimental design and statistical analysis

Animals were randomly allocated to experimental groups before the start of each experiment. Researchers were blinded to experimental group for data analysis.

All population data are presented as mean±SEM. Statistical analysis was performed using Prism. Briefly, data sets were assessed for normality, and appropriate statistical tests were carried out as stated in the figure legends.

## Supplementary Material

Supplementary information

# Supplementary material for: RNA-seq analysis and compound screening highlight multiple signalling pathways regulating secondary cell death after acute CNS injury in vivo
**Source:** Biol Open. 2020 May 4;9(5):bio050260. doi: 10.1242/bio.050260
**Supplement:** Supplementary information

## Figure S1

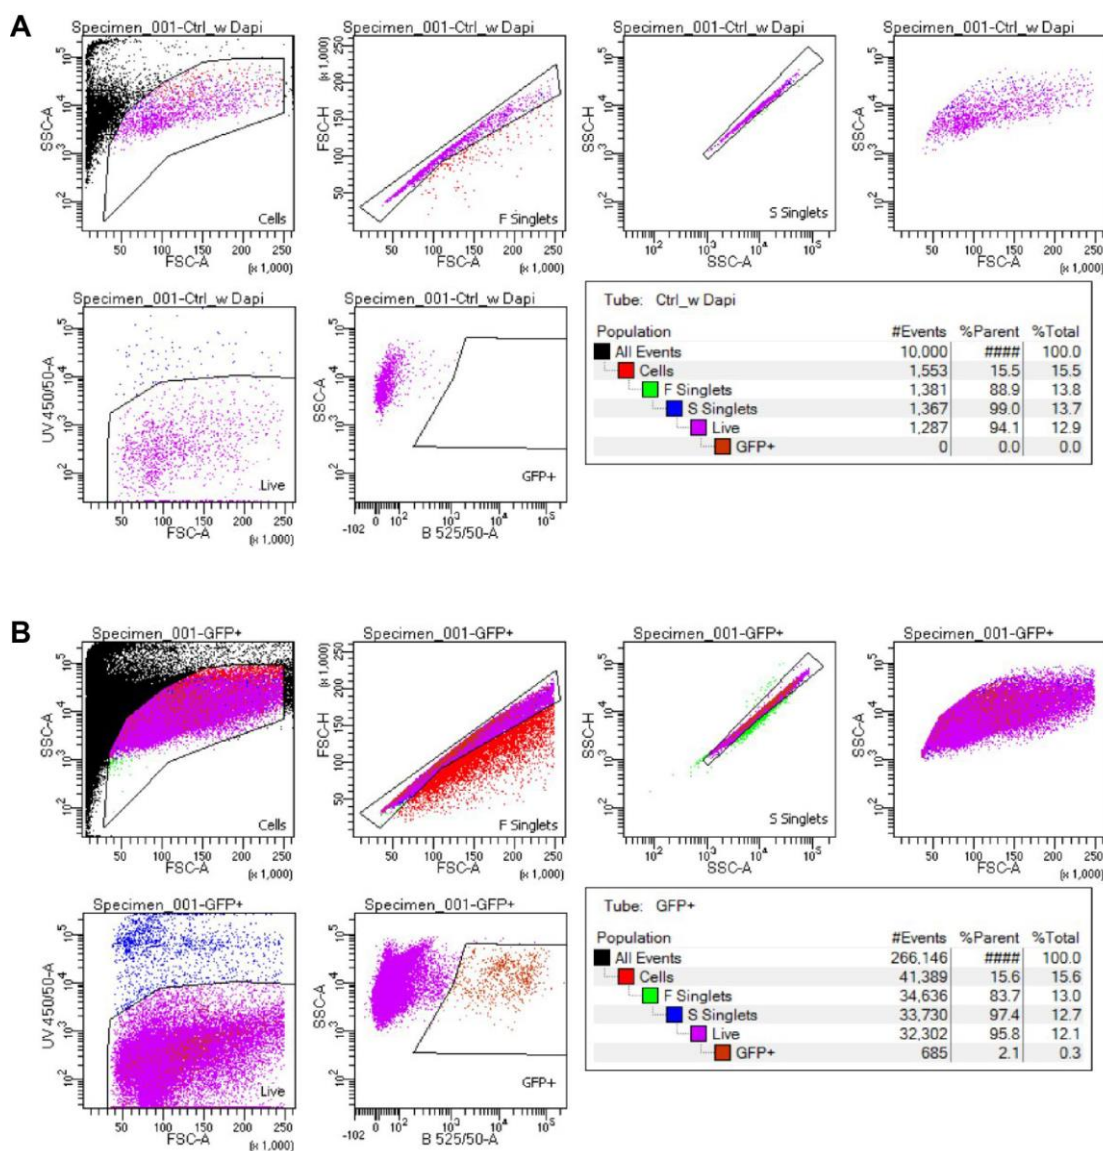

**Fig. S1.** Flow cytometry was used to isolate GFP<sup>+</sup> cells from *mpeg1:GFP* larvae. Representative FACS plots and population reports for sorting of cell suspensions from wild type (A) and *mpeg1:GFP* (B) larvae. Successive gating allowed for the sequential selection first of cells by forward and sideward scatter, then single cells by forward and sideward scatter, then live cells by exclusion of DAPI staining, and then GFP<sup>+</sup> cells by green fluorescence. The wild type sample was used to adjust gating parameters such that autofluorescent cells were excluded from the population of sorted GFP<sup>+</sup> cells from *mpeg1:GFP* larvae.

**Figure S2**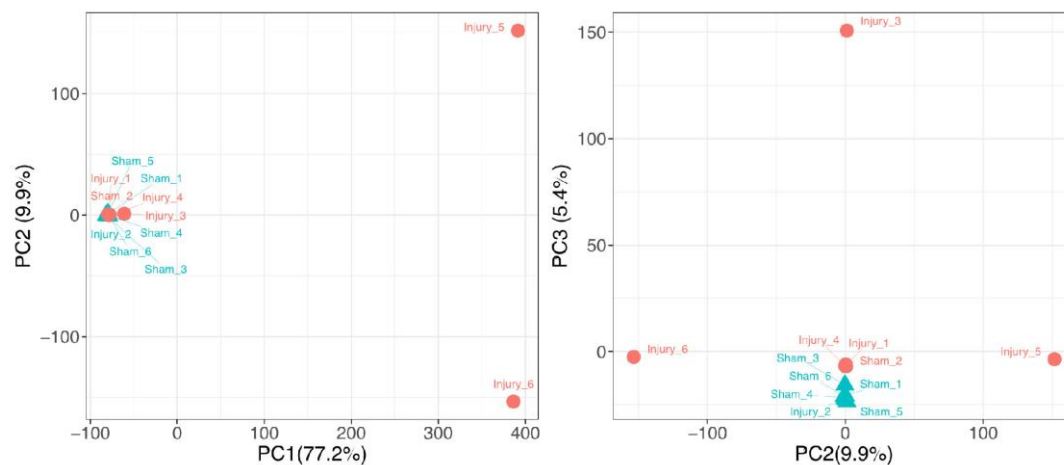

**Fig. S2. Principal component analysis reveals clustering patterns of RNA-seq samples.** Plots of the first, second and third components from principal component analysis of all 12 RNA-seq samples. Three samples from the 2 hpi experimental group (Injury\_3, Injury\_5 and Injury\_6) displayed high duplication and low mapping rates, and did not cluster well with the other samples.

**Figure S3**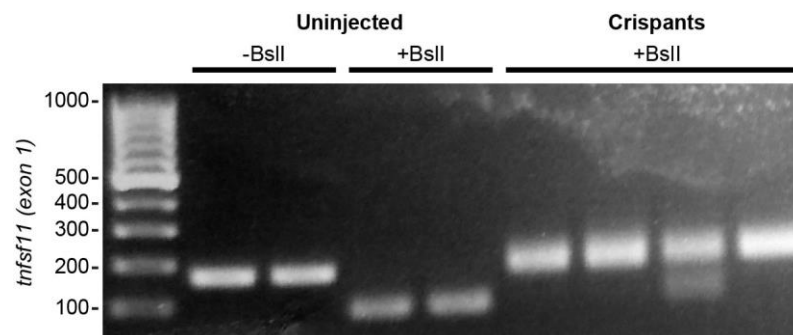

**Fig. S3. CRISPR/Cas9-mediated gene editing leads to efficient somatic mutation of the gRNA target site.** Restriction fragment length polymorphism analysis of embryos injected with gRNA targeting a BslI restriction site in exon 1 of *tnfsf11*. Somatic mutation of the gRNA target site is induced with an efficiency of 90-100%, as shown by resistance to BslI restriction endonuclease digestion in gRNA-injected embryos. One embryo was analysed per well.

**Figure S4**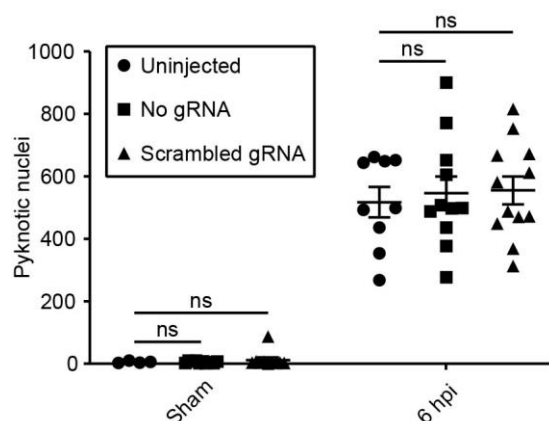

**Fig. S4. Injection of scrambled gRNA does not change the extent of secondary cell death.** Quantification of pyknotic nuclei within the tectum of uninjected animals, or of animals injected with no gRNA or a scrambled gRNA.  $n$  (sham, uninjected) = 4 animals.  $n$  (sham, no gRNA) = 10 animals.  $n$  (sham, scrambled gRNA) = 10 animals.  $n$  (6 hpi, uninjected) = 9 animals.  $n$  (6 hpi, no gRNA) = 11 animals.  $n$  (6 hpi, scrambled gRNA) = 12 animals.  $N = 2$  independent experiments. Two-way ANOVA with Bonferroni correction was used to compare experimental groups.  $p > 0.999$  for sham, uninjected vs sham, no gRNA.  $p > 0.999$  for sham, uninjected vs sham, scrambled gRNA.  $p > 0.999$  for 6 hpi, uninjected vs 6 hpi, no gRNA.  $p > 0.999$  for 6 hpi, uninjected vs 6 hpi, scrambled gRNA. ns, not significant.

**Table S1. Efficiencies of gRNAs.**

| Gene           | Target exon | Restriction enzyme | Target sequence      | Efficiency |
|----------------|-------------|--------------------|----------------------|------------|
| <i>tnfsf11</i> | exon 1      | BsII               | CCGGCGCGCGCTCCACACAC | 90%        |
| <i>tnfsf11</i> | exon 4      | BstNI              | TTAACCCAGATAGCCTGGGA | 80%        |
| <i>odc1</i>    | exon 4      | BsrI               | GGCTCCCAGAGACGCCAGTG | 90%        |
| <i>odc1</i>    | exon 10     | BsII               | CGACGGTCTGGACCGCATTG | 100%       |
| <i>smox</i>    | exon 3      | BsII               | CCCCGTCTACCACCTGGCTG | 100%       |

**Table S2. Assessment of reliability of cell death scoring.**

| Compound      | Cell death scoring result | Cell counting results       |                             | Scoring result confirmed? |
|---------------|---------------------------|-----------------------------|-----------------------------|---------------------------|
|               |                           | DMSO                        | Compound                    |                           |
| Imiquimod     | Increased                 | 511 ± 42<br>(n = 12 larvae) | 520 ± 47<br>(n = 12 larvae) | No                        |
| Lindane       | Increased                 | 478 ± 46<br>(n = 10 larvae) | 640 ± 50<br>(n = 10 larvae) | Yes                       |
| Tiagabine     | Decreased                 | 479 ± 21<br>(n = 11 larvae) | 439 ± 48<br>(n = 12 larvae) | Yes                       |
| Levothyroxine | Decreased                 | 478 ± 46<br>(n = 10 larvae) | 479 ± 49<br>(n = 9 larvae)  | No                        |

The extent of cell death was assessed through scoring, and the number of pyknotic nuclei at 6 hpi was then quantified through manual counting in the same larvae. The scoring result was considered to have been confirmed by counting if the number of pyknotic nuclei in drug-treated larvae differed from that in DMSO-treated larvae by more than 5% in the direction indicated by the scoring result. Despite showing a reliable increase in cell death in injured larvae, lindane was not considered a hit compound because it also increased cell death in sham larvae. Note that the number of pyknotic nuclei in DMSO-treated larvae is the same for lindane and levothyroxine since these compounds were processed in the same experiment.

**Table S3. Primers for RT-qPCR.**

| Gene           | Sequence (5'-3')                                      | Product length | Optimal concentration | E value (efficiency) |
|----------------|-------------------------------------------------------|----------------|-----------------------|----------------------|
| <i>tnfsf11</i> | fw: GCGTTCATGGCAGCTAATG<br>rev: GAGGCAAGATCGACCTCTCG  | 207 bp         | 0.5 $\mu$ M           | 2.5                  |
| <i>odc1</i>    | fw: CACGAAAATGCCAAGCTGGT<br>rev: CTGGCTGTATGTTTCCGGGT | 195 bp         | 0.2 $\mu$ M           | 2.13                 |
| <i>smox</i>    | fw: CCTCAAGGTGGAGAGCTGTG<br>rev: CAGGCTTGCTAAGGTGGAGG | 170 bp         | 0.2 $\mu$ M           | 2.13                 |

**Table S4. Primers for testing of gRNA efficiencies.**

| Gene           | Target exon | Sequence (5'-3')                                            | Product length |
|----------------|-------------|-------------------------------------------------------------|----------------|
|                |             |                                                             |                |
| <i>tnfsf11</i> | exon 1      | fw: CGTTCATGGCAGCTAATGAT<br>rev: GCAACAGAATCGCCACACTA       | 168 bp         |
| <i>tnfsf11</i> | exon 4      | fw: AACGCAGTGGTTAAAACAACAA<br>rev: GGGAATCCACTATAATTCCGGTTA | 244 bp         |
| <i>odc1</i>    | exon 4      | fw: CTTCTATGTGGCGGATCTGG<br>rev: ACGCATGAAGTGACGGTGTA       | 204 bp         |
| <i>odc1</i>    | exon 10     | fw: CGTTCCATTTGAGAACGTGA<br>rev: GTTCTCGAACAGCAGCCAGT       | 277 bp         |
| <i>smox</i>    | exon 3      | fw: TCTGCTTCTTTTCAATGTTCC<br>rev: CTCTTCCACCAGATCCTTCG      | 247 bp         |

How the deposited data were processed for this re-analysis (not part of the article)

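RNA-seq libraries of GFP-positive cells sorted from the heads of *mpeg1:GFP* larvae at 4 dpf were compared between sham larvae (6 libraries) and injured larvae at 2 hpi (3 libraries, replicates 1, 2 and 4). The other 3 libraries at 2 hpi that the paper sequenced were not used here. The RT-qPCR, the mutants, the compounds and the imaging were not analysed here.

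The signal values deposited by the authors, 1 per gene and library, are CPM scaled with TMM factors. According to the authors, cDNA was amplified with the Ovation RNA-Seq System V2, and reads were trimmed with Cutadapt, aligned to GRCz10 with STAR and counted on exons with featureCounts. They then removed genes with predominantly near-zero counts and normalised with TMM in edgeR. The log2 fold changes deposited by the authors come from edgeR, for injury over sham. The p-value and FDR columns deposited by the authors come from the quasi-likelihood F-test of edgeR. Versions, the annotation release and the threshold of the filter are not stated.

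The comparison had been planned on counts. The table holds scaled values in place of counts, so limma was used for the results given, as set out for that case before the data were examined, together with the gene lists, the rule for naming genes and most alternatives. The reads behind the values were recovered from the value of 1 read in each library, and 100% of the 22962 values of each library were whole. TMM factors recomputed from these reads equalled those in the values. The planned count test, edgeR's quasi-likelihood F-test in its older form, called 392 genes at FDR<0.01 on the recovered reads.

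Genes were kept with filterByExpr of edgeR (minimum count 10, minimum total count 15), which left 16085 genes. Limma was fitted with the condition as the only factor and a variance trend on log2(CPM + 0.5), and p-values were adjusted with the Benjamini-Hochberg method. The tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9, with seed 1. Reads on genes per library were 6754699 to 8180104, and 3 reads, the limit of detection, corresponded to 0.349 to 0.466 CPM. Tested on simulated data with 200 changed genes, limma recovered 43% of them, and 61.4% of those with at least 5 CPM, and called 0 unchanged genes. With no gene changed, it called 0 genes.

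Named genes were all genes the paper names that were found in the table, the 5 genes with the highest and the 5 with the lowest log2FC among genes with FDR<0.01, a mean of at least 5 CPM and no overlap between the groups, and the members of the lists with FDR<0.01. Genes named outside this rule, *tlr3*, *smpd2a*, *ier5l*, *grn2*, *grnas*, *npsn*, *mpx*, *mpeg1.1*, *c6* and *rnf24*, were chosen after their values were seen. Of the gene identifiers, 90.6% were found in the name table. In the table, 19 gene names had been turned into dates, of which 14 belonged to tested genes and 0 to genes with FDR<0.01.

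Fixed lists stood in for the PANTHER test. The lists of DNA replication initiation, antiviral response and ceramide biosynthesis were tested with one-sided Fisher's exact tests. The lists of immediate early genes, of G2/M and mitosis, and of markers of the macrophage lineage, microglia, peripheral macrophages, neutrophils, neurons, erythrocytes and keratinocytes were tested with camera at a preset correlation of 0.01. Each family was adjusted with the Benjamini-Hochberg method, with a threshold of 0.05. Lists of neural progenitor, epithelial and fibroblast genes were added after the data had been seen. Single genes and mean levels of lists were compared with two-sided exact permutation tests over 84 splits.

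The alternatives were other scalings (RLE, library size alone, upper quartile), other tools (DESeq2, edgeR's likelihood ratio test, limma-voom, other forms of edgeR's quasi-likelihood test), other filters, an FDR threshold of 0.05, a block for the replicate number and leaving out each library in turn. Pseudocounts of 0.1 and 1 and the quasi-likelihood test on recovered reads were added after the data had been seen.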

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

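The tests of depth for *fosl1a* and *egr3*, of a broad difference of a library, of a higher share of cell types other than fibroblasts and of the members of the erythrocyte list were chosen after the result was seen.

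For 5 of 63 results, 51 genes and 12 lists, 1 sham library lay apart from the other 5, where chance gives 3.15. The measure was the gap of that library to its nearest neighbour as a share of the range of the group, which had to exceed the critical value of Dixon for 6 samples. Sham replicate 2 was high for *ngfb* (0.628), with 1.16 CPM against 0 to 0.282 CPM, and low for *mcm2* (0.698), with 122 CPM. Sham replicate 3 was low for *fosl1a* (0.693) and for *egr3* (0.698). Sham replicate 4 was high for the erythrocyte list (0.677). Among all tested genes, 5.91% had a sham library apart. For 45.9% of these it was sham replicate 3, where an equal share is 16.7%. This library also differed from the other sham libraries as a whole. Its score was -73.3 on the first principal component, against -25.0 to 3.41, and 61.7 on the second, against -33.0 to -19.3. The correlations of its log2 values with other sham libraries were 0.918 to 0.932, and those among the other sham libraries were 0.933 to 0.954. The low values of *fosl1a* and *egr3* may thus be part of a broad difference of sham replicate 3, whose source was not tested. For sham replicates 2 and 4, the share was at most 11.9%, which argues against such a difference for *ngfb*, *mcm2* and the erythrocyte list. No biological explanation was tested for these libraries, because the sham larvae were not treated differently.

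Low depth was argued against as the cause for *fosl1a* and *egr3*, as sham replicate 3 had 7840289 reads on genes and the median of the sham libraries was 7414325. It had reads on 19447 genes, the fewest of the sham libraries. For the erythrocyte list, 7 of its 8 tested genes were highest among the sham libraries in replicate 4, so that more RNA from erythrocytes in that library may be the source. Without that library, the erythrocyte list was higher at 2 hpi (limma's camera, adjusted p = 0.00814, against 0.177 with all libraries). This test presets the correlation between genes at 0.01, whereas the estimate for this list was 0.606 with all libraries. With that estimate, the adjusted p in camera was 0.616 with all libraries, and in fry it was 0.495. The low p without sham replicate 4 may thus overstate the difference.

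Of the 5 genes with the highest log2FC, 4 are not discussed in the paper. The values were 4.22 for *c7b*, 3.15 for *tnfrsf18*, 3.13 for *nr4a3* and 3.13 for *rxrga*. They were chosen among genes whose groups do not overlap, so that their separation is no evidence of its own. Scaling of the libraries does not account for rises of this size, since the median of all tested genes moved by no more than 0.11 on the log2 scale between the scalings. A single library does not account for them, as the lowest log2FC with any 1 library left out was 2.81, for *tnfrsf18* without replicate 2 at 2 hpi. RNA from fibroblasts at the wound would raise fibroblast genes as much, but the mean log2 level of these changed by -0.12. The same reasoning bears on a higher share of neutrophils, microglia, peripheral macrophages, neurons, erythrocytes, keratinocytes, neural progenitors or epithelial cells. It argues against such a share as the whole source of the rises. The highest change among the lists of these cell types was 0.36, for epithelial genes, where the 4 genes rose by 3.41 on average. This holds for cells with the levels per cell of sham. All 9 microglia genes and 6 of the 8 neutrophil genes were among the tenth with the highest level. A few added cells of these 2 types with high levels of the 4 genes thus stay open. For *c7b*, reads shared with the overlapping *c6.2*, listed as *c6*, stay open, because *c6* also rose. A response to the injury remains a hypothesis for these genes, and cell types without a list stay open.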

How the results depend on the processing

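No test in this part was chosen after the result was seen, except the pseudocounts of 0.1 and 1 and the quasi-likelihood tests on recovered reads, which were chosen as settings after the table had been seen.

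Of 413 comparisons of counts and lists across the settings, 354 kept their direction and side of the threshold or stayed within 1.5 times. For single genes, 1229 of 1342 comparisons did so, 101 lost the threshold, 7 gained it and 5 reversed. Of 50 genes, 20 changed in at least 1 setting. The principal component analysis over all 12 libraries was not run, because 9 libraries were used here.

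The number of downregulated genes with FDR<0.01 moved most, from 101. It was 194 with library size only, 235 with DESeq2, 173 with the edgeR likelihood ratio test, 44 with limma-voom, 64 with the edgeR version 4 quasi-likelihood test, 61 with no filter and 326 at an FDR threshold of 0.05. It was 64 with edgeR quasi-likelihood on recovered reads, 62 with the same test on all genes and 64 with a prior count of 2. The share of increases was 77.2%, and 57.0% with library size only, where the median of all genes shifted by -0.11. The number of genes with FDR<0.01 was 746 with DESeq2, of which 440 were shared with the 443, and 912 at the threshold of 0.05. The number of upregulated genes with FDR<0.01 was then 586. With no filter, more genes were tested and the adjustment was stricter. For the others, the cause was not tested.

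Across the 9 fits that each left out 1 library, genes with FDR<0.01 numbered 226 to 494, upregulated genes with FDR<0.01 182 to 381 and downregulated genes with FDR<0.01 41 to 113. The lowest values were without replicate 4 at 2 hpi (226 and 182) and without replicate 1 at 2 hpi (41), which left 2 libraries at 2 hpi. The downregulated count was 44 without replicate 4 at 2 hpi, 66 without replicate 2 at 2 hpi, 63 without sham replicate 4 and 62 without sham replicate 5.

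For the DNA replication initiation list among genes with FDR<0.01, the adjusted p of Fisher's exact test was 0.196 with limma-voom and 7.96e-09 to 0.509 across the fits that each left out 1 library. The cause was not tested. For the immediate early genes list, the adjusted p was 0.150 in limma's camera with the correlation estimated from the data, which is larger than the preset one.

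For the G2/M and mitosis list, the adjusted p of limma's camera was 0.0490 with at least 10 reads in every library, 4.75e-04 with the replicate block and 0.00508 to 0.663 across the fits that each left out 1 library. The list was lower in camera in each of these fits, and the adjusted p was under 0.05 without sham replicates 1, 5 or 6 or replicates 2 or 4 at 2 hpi. With the correlation estimated from the data, 0.470 against the preset 0.01, the adjusted p in camera was 0.616. In fry it was 0.420. The cause was not tested. With the replicate block, 632 genes had an FDR<0.01, 408 of them shared with the 443. The replicate numbers were checked as pairs. The correlations of sham and 2 hpi libraries with the same number were 0.188, 0.140 and 0.0451, and those of other pairs were -0.164 to 0.105. The correlations of 2 pairs thus exceeded all others and that of the third did not. The paper compares samples made on the same day by RT-qPCR, 3 pairs of them from RNA-seq samples, but does not say that a number marks a day. The numbers were therefore not taken as pairs, and whether the libraries were paired by day stays open.

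For cell type markers: peripheral macrophage, the adjusted p of limma's camera was 0.0283 with at least 10 reads in every library, 0.00298 in fry and 0.0414 to 0.167 across the fits that each left out 1 library. For cell type markers: erythrocyte, that range was 0.00814, without sham replicate 4, to 0.700. The direction of cell type markers: neuron reversed with library size only (adjusted p = 0.927, limma's camera), with at least 10 reads in every library (0.917) and in some of the fits that each left out 1 library, whose adjusted p was 0.663 to 0.884. The direction of cell type markers: keratinocyte reversed with no filter (adjusted p = 0.981, limma's camera), with the replicate block (0.818) and in some of those fits (0.195 to 0.994). Neither list passed the threshold in these settings. The cause was not tested.

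The log2 fold change of il4, 0.03, reversed with library size only (-0.076) and with the replicate block (-0.095), and was -0.35 to 0.26 across the fits that each left out 1 library. The first of the principal components of the libraries held 24.4% of the variance with the 500 most variable genes and 22.6% to 24.1% without 1 library, against 21.3%. For *il4*, 20 to 59 reads per library limit the precision.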

Differences from the paper's values

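None of the comparisons below was chosen to come closer to the paper.

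The paper gives 23.7 M as the lowest and 36 M as the highest number of reads per sample. The reads on genes recovered from the table were 6.75 M at the lowest and 8.18 M at the highest. The paper's values count reads sequenced and those recovered count reads on genes, so they are different measures, and no alternative set before the data were examined bears on them.

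The paper lists 17 secreted factors past its thresholds, and 16 of them passed in limma. The remaining gene, *inhbaa*, had a log2FC of 1.00 and an FDR of 0.0132. It passed both thresholds with DESeq2, with the likelihood ratio test of edgeR, with the version 4 quasi-likelihood test of edgeR, with the replicate number as a block, without sham replicate 6 and without replicate 2 at 2 hpi.

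The paper counts *smox* among the most differentially regulated of these genes. It ranked 16th of the 17 by log2FC and 6th by p-value. The paper finds genes of DNA replication overrepresented and offers a proliferative response as a reading of this, without giving their direction. Of the 25 genes of the list used here, 23 were lower at 2 hpi, and the 7 with FDR<0.01 were all lower. The paper reports response to virus among the overrepresented categories. In the list used here, which is not the PANTHER category, 0 of 16 genes had an FDR<0.01, and 5 had an unadjusted p below 0.05.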

Other observations

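The tests of dividing cells, of every cell type but peripheral macrophages for Table 1, of neutrophil transcripts, and of a lower share of microglia were chosen after the result was seen.

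The 84 splits of the 9 libraries into 6 and 3 include the real one. For the genes with FDR<0.01, the upregulated genes, the downregulated genes, the upregulated genes with a log2FC above 1, and the lists of DNA replication initiation, ceramide biosynthesis and immediate early genes, 1 of 84 splits gave a result as large, which was the real one. For the genes of Table 1 it was also 1 of 84 splits, which says nothing of chance, since the authors chose them on the real split. The next largest split gave 6 genes with FDR<0.01 and 82 splits gave 0. For the antiviral list, 84 splits gave a result as large, as its real count was 0. The numbers were 37 for the G2/M and mitosis list, 14 for macrophage lineage, 20 for microglia, 2 for peripheral macrophage, 14 for neutrophil, 78 for neuron, 41 for erythrocyte and 79 for keratinocyte markers.

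None of the marker lists had an adjusted p below 0.05 in limma's camera. The adjusted p was 0.239 for the macrophage lineage (median log2FC 0.07), 0.177 for microglia (0.14), 0.0730 for peripheral macrophages (0.39), 0.220 for neutrophils (0.22), 0.933 for neurons (-0.10), 0.177 for erythrocytes (0.24) and 0.875 for keratinocytes (0.04). Of their members, *spi1b* (log2FC 0.50), *slc7a7* (0.85) and *mmp13a* (0.77) had an FDR<0.01. In the lists added later, 0 genes had an FDR<0.01 or an unadjusted p below 0.05, and the median log2FC was -0.29 for neural progenitors, 0.24 for epithelial genes and -0.10 for fibroblasts.

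Of the factors the paper names outside Table 1, *tnfa* had a log2FC of 1.50 (standard error 0.66, FDR = 0.224 in limma), *tnfb* 0.59 (0.27, FDR = 0.241), *il4* 0.03 (0.42, FDR = 0.980) and *il10* 1.19 (0.38, FDR = 0.0661). For *il10*, all 3 libraries at 2 hpi lay above the sham libraries (exact permutation test, p = 0.0119). The gene *ngfb* was not tested, with 0 to 1.16 CPM, and *bdnf* and *ngfa* were not found.

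The lower level of the DNA replication initiation genes was not explained by library scaling, as the median log2FC relative to all genes was -0.68 or lower under 4 scalings. It was not explained by library depth, as the median was -0.73 after all libraries were thinned to about the reads of the smallest. Less RNA from neural progenitors cannot be ruled out as the whole cause. The replication list fell further than the progenitor list, by a difference of -0.51 (exact permutation test, p = 0.0119). However, the median level of the progenitor list was 2.74 CPM, against 18.7 CPM for the replication list. Part of the difference may thus come from the scale, which understates changes at low levels. Fewer dividing cells among the sorted cells cannot be told apart from a change within cells, because the difference to the G2/M and mitosis list, -0.51, had an exact permutation p of 0.0714.

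The genes of Table 1 rose by 2.11 in mean log2 level. A higher share of neutrophils, microglia or peripheral macrophages with the levels per cell of sham would raise their marker lists as much. These lists changed by 0.25 for neutrophils, 0.19 for microglia and 0.29 for peripheral macrophages on the same scale. Their SD between sham libraries was 0.136, 0.178 and 0.184. This argues against a higher share of such cells as the whole source of the rise. It does not argue against a few added cells with high levels of these genes. A smaller rise in the share of peripheral macrophages also stays open. Their list was higher in fry (adjusted p = 0.00298), though not past the threshold in limma's camera (adjusted p = 0.0730). All 9 microglia genes and 6 of the 8 neutrophil genes were among the tenth with the highest level. A few added cells would thus hardly move these 2 lists. The genes of Table 1 were chosen by the authors on these libraries, so that no p is given for the difference. Library scaling does not explain the rise, as the median relative to all genes was at least 2.14. A higher share of neurons, erythrocytes, keratinocytes, neural progenitors, epithelial cells or fibroblasts is argued against in the same way, as the highest change among their lists was 0.36, for epithelial genes, with a SD of 0.502 in sham and 0.592 at 2 hpi. Cell types without a list stay open, and a response to injury within the cells remains a hypothesis.

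Neutrophil transcripts were abundant, with 6 of the 8 genes of the neutrophil list among the tenth of genes with the highest level. The levels of *npsn*, *mmp13a* and *mpx* were 3811, 2496 and 2043 CPM, against 2571 CPM for *mpeg1.1*. Neutrophils or their RNA among the sorted cells may be the source.

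The levels of *grn2* and *grnas* differed 27.4-fold and 10.5-fold between libraries. Their mean log2 level ranged over 3.47 in the sham libraries. Centred per group, it fell where the microglia list rose, with a correlation of -0.935 (permutation test, adjusted p = 0.00648 over 4 relations). A lower share of microglia would raise the lists of all other cell types as much. The ranges of these in the sham libraries were 0.33 for neutrophils, 0.85 for neurons, 0.62 for keratinocytes and 1.15 for erythrocytes, which argues against a lower share of microglia as the whole cause. Keratinocyte RNA is argued against by a correlation of -0.00341 with that list (permutation test, p = 0.992). The correlation with the epithelial list was 0.778 (permutation test, adjusted p = 0.0574), and the rank correlation was 0.833 (permutation test, adjusted p = 0.0333). That list ranged over 1.32 in the sham libraries. As only the rank correlation passed the threshold of 0.05 and the list covers epithelial genes in general, an epithelial cell type cannot be told apart from other sources. The correlation with the neutrophil list was 0.658 (permutation test, adjusted p = 0.111). What made *grn2* and *grnas* fall where microglia genes rose stays open.

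Upregulated genes neighboured each other in 12 pairs, where 6.02 were expected (permutation test with 10000 shuffles, p = 0.0199), which argues against chance placement. Without overlapping genes and genes that share the stem of a name, 7 pairs were left, where 5.36 were expected (permutation test, p = 0.288), so that shared reads cannot be told apart from a shared regulation. The pairs include *rnf24* and *smox*. The order of genes came from GRCz12tu, which placed 83.5% of the tested genes.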
